# Rhythmicity of Intestinal IgA Responses Confers Oscillatory Commensal Microbiota Mutualism*

**DOI:** 10.1126/sciimmunol.abk2541

**Published:** 2022-09-02

**Authors:** Hugo A. Penny, Rita G. Domingues, Maria Z. Krauss, Felipe Melo-Gonzalez, Melissa A.E. Lawson, Suzanna Dickson, James Parkinson, Madeleine Hurry, Catherine Purse, Emna Jegham, Cristina Godinho-Silva, Miguel Rendas, Henrique Veiga-Fernandes, David A. Bechtold, Richard K. Grencis, Kai-Michael Toellner, Ari Waisman, Jonathan R. Swann, Julie E. Gibbs, Matthew R. Hepworth

## Abstract

Interactions between the mammalian host and commensal microbiota are enforced through a range of immune responses that confer metabolic benefits and promote tissue health and homeostasis. Immunoglobulin A (IgA) responses directly determine the composition of commensal species that colonize the intestinal tract but require significant metabolic resources to fuel antibody production by tissue-resident plasma cells. Here we demonstrate IgA responses are subject to diurnal regulation over the course of a circadian day. Specifically, the magnitude of IgA secretion, as well as the transcriptome of tissue-resident IgA^+^ plasma cells, were found to exhibit rhythmicity. Oscillatory IgA responses were found to be entrained by time of feeding, and in-part coordinated by the plasma cell-intrinsic circadian clock. Moreover, reciprocal interactions between the host and microbiota dictated oscillatory dynamics amongst the commensal microbial community and its associated transcriptional and metabolic activity, in an IgA-dependent manner. Together our findings suggest circadian networks comprising intestinal IgA, the diet and the microbiota converge to align circadian biology in the intestinal tract and to ensure host-microbial mutualism.

## Introduction

Multiple mammalian species have evolved to maintain a finely balanced relationship with tissue-resident commensal bacteria that is mutually beneficial and critical for tissue homeostasis and the health of the organism. The commensal microbiota confers a multitude of mutualistic functions to mammalian hosts via the provision of complementary metabolic activity, regulation of immune cell maturation and function, and colonization resistance that prevents outgrowth of pathogenic microbes (1–4). Healthy interactions between the host and commensal microbes are dynamically regulated and determined via a complex crosstalk between the microbiota, the intestinal immune system and nutritional cues derived from the diet. Conversely, disruption of this network through changes in lifestyle, diet, infection or antibiotic use can precipitate the onset or progression of metabolic and inflammatory diseases (2, 4–6).

Immunoglobulin (Ig)A is a specialized antibody isotype that acts to regulate commensal bacteria community composition, tissue and niche residence and microbial gene expression (7–10). Within mucosal barrier tissues IgA is the dominant antibody isotype and is produced in a dimeric form bound by a J chain linker that facilitates its selective transport across the intact intestinal epithelium and secretion into the intestinal lumen (7–9). IgA is produced by tissue-resident plasma cells (IgA^+^ PC) predominantly found within the small intestine (11), and at higher quantities than any other antibody isotype at homeostasis – with estimates suggesting that several grams of IgA are produced per day in healthy humans (12). Plasma cells are terminally differentiated antibody-secreting lymphocytes of the B cell lineage, that dedicate the vast majority of their cellular capacity to expanded organelle function required to power antibody translation and secretion (13, 14). In line with this, the differentiation of a class-switched B cell to plasma cell is associated with a huge increase in cell-intrinsic cellular metabolism and nutrient transport (14, 15). Moreover, emerging evidence suggests changes in nutrition and diet can potently perturb IgA responses in the intestinal tract, with consequences for the microbiota and whole-body metabolism (9, 16, 17).

Taken together these findings highlight the significant metabolic requirements of maintaining mucosal antibody responses to reinforce homeostatic host-commensal bacteria interactions and mutualism. To minimize the energetic cost of such metabolically demanding biological axis many species have evolved dynamic regulatory mechanisms – including the regulation of physiological processes through circadian rhythms. Circadian rhythmicity acts to align biological processes with diurnal light cycles and feeding activity, thus temporally regulating biological activity during active periods - associated with feeding activity and potential immune challenges - or periods of rest. Mechanistically this is controlled by a hierarchically layered series of circadian clocks – including the light-sensing suprachiasmatic nucleus of the brain – as well as cell-intrinsic clocks present across a broad range of cell types in peripheral organs, which can be entrained by hormonal, neuronal and dietary cues (18–20). At the molecular level this is controlled by a transcriptional feedback loop mediated by a series of core clock genes that counter-regulate their own transcription – thus imprinting rhythmicity, while also modulating a wider signature of genes to alter cell function (19). Indeed, it is now appreciated that many immune cells exhibit cell-intrinsic circadian-mediated control of cell migration and magnitude of effector functions (21). Furthermore, circadian misalignment - through altered dietary composition and feeding times, jet lag or shift work - has been associated with a number of metabolic and inflammatory diseases, suggesting a better understanding of circadian regulation of immunity will have therapeutic implications. However, the role of circadian rhythms in modulating intestinal immune crosstalk with the microbiota have only recently begun to be explored (22), and yet remain incompletely understood.

Recent advances have also demonstrated diurnal oscillatory behavior within the composition and activity of the commensal microbiota itself, in part imprinted through immune pressures (23–27). Intriguingly it has also been proposed that bacteria may possess analogous circadian clock machinery (28), suggesting circadian rhythmicity and oscillatory biology may have evolved across species to bidirectionally regulate microbial mutualism with the mammalian host. Here, we report diurnal rhythmicity of the secretory IgA response and the IgA^+^ PC transcriptome and demonstrate roles for both the cell-intrinsic circadian clock machinery and cell-extrinsic feeding cues in aligning IgA responses. Critically, bidirectional interactions between the host immune system and microbiota act to entrain rhythmicity in IgA and regulate oscillations in the composition and metabolic activity of the commensal microbiota, thus highlighting circadian regulation of the immune system and microbiota as a key determinant of microbial mutualism.

## Results

### Intestinal IgA responses exhibit diurnal rhythmicity

We hypothesized that energetically demanding intestinal IgA responses may be subject to diurnal regulation. To test this, we assessed the levels of secretory IgA within the feces of a single cohort of C57BL/6 mice at five time points over a 24-hour day (Zeitgeber times; ZT0, 6, 12, 18, 0). The concentration of IgA detected in the feces was found to exhibit significant and marked variation over the day (Fig. 1A; p<0.0001 by JTK analysis), suggestive of diurnal oscillatory activity, and which remained evident after normalizing for minor variations in total protein content between samples (Fig. S1A). In contrast, we did not observe time of day differences in the frequency or cell numbers of tissue-resident IgA^+^ plasma cells (IgA^+^ PCs) within the small intestinal and colonic lamina propria (Fig. 1B-C and Fig. S1B-D), nor were diurnal oscillations observed in Peyer’s Patch-associated IgA class-switched germinal centre (GC) B cells (Fig. S1E-G). As IgA^+^ PC numbers and intestinal IgA secretion are most enriched in the small intestine (11), we next determined the intrinsic capacity of IgA^+^ PCs sort-purified at different times of the day to secrete IgA *ex vivo*. As expected, IgA^+^ PCs secreted high amounts of IgA into culture supernatants, unlike equal numbers of sort-purified IgD^+^ B cells or IgA^+^ B cells (Fig. S1H). Strikingly, IgA^+^ PCs from ZT0 secreted significantly higher IgA than equal numbers of cells sort-purified at ZT12 (Fig. 1D), suggesting the capacity of IgA^+^ PCs to secrete IgA - as opposed to the numbers of IgA^+^ PCs in the intestine - may determine diurnal rhythms in IgA secretion, as observed in the feces (Fig. 1A).

To further investigate the nature of diurnal regulation of IgA^+^ PC responses, we sort purified small-intestinal IgA^+^ PCs at ZT0, 6, 12 and 18 and performed bulk RNA-seq; of ~16,000 transcripts detected within our samples 2713 genes were found to exhibit highly significant time of day differences and oscillatory patterns after adjusting for false discovery rate (JTK analysis, BHQ <0.01), equivalent to ~16% of the observed transcriptome (Fig. 1E, Fig. S2A - top 50 differentially expressed genes and Data File S1). GO Term enrichment of highly oscillatory genes revealed enrichments in genes involved in Cell Cycle, Protein Translation, Metabolism and Rhythmic Process (Fig. 1F). Notably, oscillations were detected in the expression of key genes involved in IgA^+^ PC phenotype and transcriptional regulation (Fig. 1G), sensing of external activating signals and cell-cell crosstalk pathways known to influence antibody secretory activity (Fig. 1H), and metabolic activity and cholesterol biosynthesis pathways (Fig. 1I, Fig. S2B-G). In line with this we also observed time of day differences in the expression of the PC-associated proteins Xbp1s and CD138 (Fig. S2H-L). Together, these findings suggest that IgA secretion and IgA^+^ PC-intrinsic transcriptional activity within the intestinal tract exhibits diurnal rhythmicity - and provoked the possibility of potential circadian entrainment.

### Cell-intrinsic circadian clock function is required for plasma cell transcriptional rhythmicity, but not rhythmic IgA secretion

Diurnal regulation of oscillatory transcriptional activity and function in both non-immune and immune cells is controlled in part by the cell-intrinsic “clock” - a transcriptional-translational feedback loop mediated by core clock proteins, including CLOCK, Bmal1 (encoded by *Arntl*), Rev-erbα (*Nr1d1*), Period (*Per1/2*) and Cryptochrome (*Cry1/2*). Notably, IgA^+^ PCs were found to have significant oscillations in the expression of *Arntl*, *Nr1d1* and *Per2* by RNA Seq (Fig. S3A), which was independently validated via RT-PCR (Fig. 2A). As expected, expression of *Arntl* within IgA^+^ PCs was found to oscillate in anti-phase to *Nr1d1* and *Per2* over the circadian day, mirroring expression patterns in control liver tissue (Fig. S3B). In contrast, sort-purified naïve IgD^+^ B cells displayed no evidence of rhythmic expression of *Arntl* or *Per2*, although they surprisingly exhibited comparable oscillatory expression of *Nr1d1* (Fig. S3C). To determine the role of this cell-intrinsic circadian clock in regulating IgA secretion within the intestine, we generated conditional knockout mice in which Bmal1 was deleted within the B cell and PC lineages (*Mb1*^Cre^ x *Arntl*^fl/fl^). Efficient deletion of *Arntl* and disruption of associated clock gene transcription was confirmed in IgA^+^ PCs by RT-PCR (Fig. S3D+E), while IgA^+^ PC frequencies and numbers were found to be unaffected by disruption of the cell-intrinsic circadian clock (Fig. 2B+C).

To determine the role of IgA^+^ PC-intrinsic clock gene expression, we performed bulk RNA-seq on sort-purified small intestinal IgA^+^ PCs at ZT0 and ZT12 from *Mb1*^Cre^ x *Arntl*^fl/fl^ and wildtype littermate controls (Fig. 2D), and further confirmed severe disruption of time of day expression of the wider circadian clock gene family following deletion of *Arntl* (Fig. 2E). 

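Bulk RNA-seq was analysed for 21 mice: 6 *Mb1*+/+ x *Arntl* fl/fl littermate controls at ZT0, 6 at ZT12, 4 *Mb1* Cre/+ x *Arntl* fl/fl mice at ZT0 and 5 at ZT12, the numbers given in the legend of Fig. 2D. IgA+ PCs are the plasma cells of the small intestinal lamina propria that secrete IgA, and they were sort-purified from each mouse separately. Zeitgeber time (ZT) counts the hours from lights on. In *Mb1* Cre/+ x *Arntl* fl/fl mice the Cre recombinase sits in the *Mb1* locus, which is the gene *Cd79a*, and deletes the floxed part of *Arntl*, the gene encoding Bmal1, in the B cell lineage. These mice are called knockout mice here and their littermates control mice. The genotype of each mouse was taken from the sample titles, since the genotype field of 8 of the 9 knockout samples names the control genotype. Poly-A RNA was sequenced, and the authors deposited the number of reads counted on each of 53801 genes, without normalization. The paper's text does not name the aligner, the counter or the genome build. The gene coordinates are those of GRCm38, since 52105 of the 53706 genes matched to the GENCODE M21 annotation of that build have the same chromosome, start and end. Between 14471018 and 22785835 reads per mouse were counted on genes, with medians of 16145273 in control mice at ZT0, 15718576 in control mice at ZT12, 16719245 in knockout mice at ZT0 and 15816121 in knockout mice at ZT12. Immunoglobulin genes took from 51.5% to 63.6% of the counts of a mouse, which left between 5903489 and 10087668 counts for all other genes. All 46 pairs of mice within a group differed by more than the sampling noise (chi-square per gene from 29.5 to 242), so none looked like a repeated deposit of the same library. This cannot show that the libraries come from separate mice, which is taken from the legend of Fig. 2D. Genes with a total of at least 10 counts over all mice were kept, as in the paper's methods, which left 20256 genes. Counts were normalized with edgeR's TMM method, and the 4 groups were fitted in one quasi-likelihood model. In this model ZT12 was compared with ZT0 in each genotype, the time of day differences of the genotypes were compared with each other (the interaction), and knockout mice were compared with control mice at each time. Genes with a Benjamini-Hochberg adjusted p under 0.05, the threshold in the legend of Fig. 2D, are referred to as called. The paper's methods give a threshold of 0.01. Levels are given as edgeR's TMM-normalized CPM, with the SD across mice.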

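*Arntl* (ENSMUSG00000055116) lies on chromosome 7 from 113207465 to 113314126. In the control mice its level was 6.83, 8.36, 8.06, 7.78, 8.05 and 7.71 CPM at ZT0 and 4.56, 4.56, 4.43, 4.16, 4.00 and 5.56 CPM at ZT12. In the knockout mice it was 4.51, 4.08, 6.47 and 4.42 CPM at ZT0 and 3.39, 4.93, 3.97, 4.06 and 3.11 CPM at ZT12. These levels rest on 52 to 158 counts per mouse, and the counts cover the whole gene, so that reads on exons outside the floxed part are included. In control mice *Arntl* was lower at ZT12 than at ZT0 by a log2 fold change of -0.78 (standard error 0.15, adjusted p = 0.0149 from edgeR's quasi-likelihood test). Each control mouse at ZT12 was below each control mouse at ZT0 (two-sided exact permutation test, p = 0.00216). In knockout mice the change was -0.32 (standard error 0.18, adjusted p = 0.655 from edgeR) and the interaction was 0.46 (standard error 0.23, adjusted p = 0.476 from edgeR). Leaving out each mouse in turn gave -0.42 to -0.16 for the change in knockout mice and 0.35 to 0.62 for the interaction. The first value of each range was without knockout ZT12 replicate 2 and the last without knockout ZT0 replicate 3. The mean level in knockout mice was 62.4% of that in control mice at ZT0, where all knockout mice were below all control mice (two-sided exact permutation test, p = 0.00476), and 85.6% at ZT12, where the mice overlapped (two-sided exact permutation test, p = 0.106). Neither difference was called over all genes. The log2 fold changes were -0.68 (standard error 0.17, adjusted p = 0.926 from edgeR) at ZT0 and -0.23 (standard error 0.16, adjusted p = 0.678 from edgeR) at ZT12. *Cd79a*, which carries the Cre insertion, separated the genotypes, with at most 276 CPM in a knockout mouse and at least 386 CPM in a control mouse.

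*Nr1d1* (chromosome 11, 98767932 to 98775333) rose in control mice from 2.19 ± 0.66 CPM (SD, n = 6) at ZT0 to 6.26 ± 3.21 CPM (SD, n = 6) at ZT12, a log2 fold change of 1.52 (standard error 0.41, adjusted p = 0.0597 from edgeR). In knockout mice its level was lower, at 0.46 ± 0.20 CPM (SD, n = 4) and 1.48 ± 1.27 CPM (SD, n = 5), and the log2 fold change was 1.69 (standard error 0.55, adjusted p = 0.544 from edgeR). The interaction of 0.17 (standard error 0.64, adjusted p = 0.955 from edgeR) was within its error and ranged from -0.47 to 0.47 with each mouse left out in turn. *Per2* (chromosome 1, 91415982 to 91459324) rose by 0.81 (standard error 0.24, adjusted p = 0.0877 from edgeR) in control mice, of which 1 at ZT0 lay apart from the others. Its change in knockout mice was 0.10 (standard error 0.27, adjusted p = 0.951 from edgeR), with a sign that depended on single mice, from -0.02 without knockout ZT0 replicate 4 to 0.19. *Cry1* (chromosome 10, 85131700 to 85185064) rose by 0.35 (standard error 0.12) in control mice and by 0.12 (standard error 0.13) in knockout mice. Of the 9 genes of Fig. 2E, 1 was called in control mice (*Arntl*), 0 in knockout mice and 0 in the interaction, where 4, 1 and 1 genes had an unadjusted p under 0.05. Adjusted over the list alone, 4 of the 9 were called in control mice (*Arntl*, *Cry1*, *Nr1d1* and *Per2*), 0 in knockout mice and 0 in the interaction. In Fig. 2E a caret (^) marks genes without a significant difference in these control mice, shown because of Fig. 1 or their pathway. These 4 genes carry no caret and so are shown as changed in these same mice. The count over the list alone is therefore not independent evidence. DESeq2 in place of edgeR called these same 4 genes in control mice over all genes tested.

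**Figure D1:**
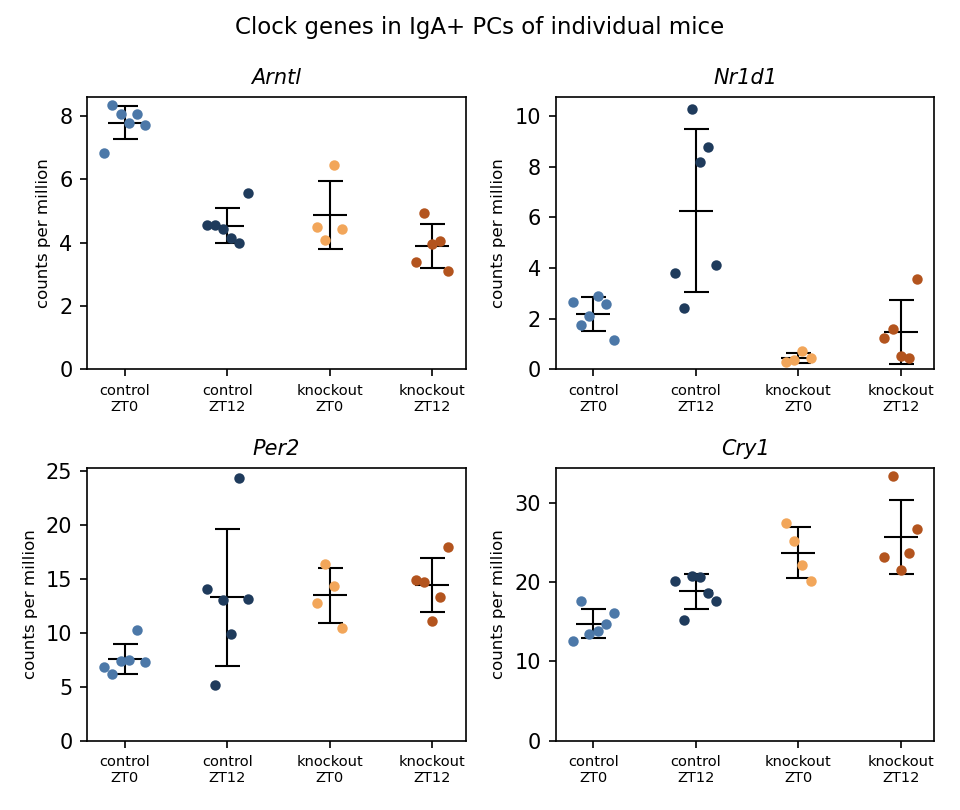
Levels of *Arntl*, *Nr1d1*, *Per2* and *Cry1* in CPM (vertical axes) in the 6, 6, 4 and 5 mice of each group. Each point is a mouse and the bars give the mean and SD. *Arntl* in control mice falls from a range of 6.83 to 8.36 CPM at ZT0 to a range of 4.00 to 5.56 CPM at ZT12.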

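In control mice 350 of the 20256 genes tested were called between ZT0 and ZT12, with 192 higher and 158 lower at ZT12. An unadjusted p under 0.05 was reached by 3657 genes, where 1013 are expected of uniform p-values. Other splits of the control mice between the times gave a median of 1273 such genes and up to 3784. The alternative that raised the number of called genes most was DESeq2 in place of edgeR, which called 1052 genes, 344 of them among the 350. The one that lowered it most was the immunoglobulin share of each library as a covariate, chosen after the data were seen, under which 0 genes were called and 1648 had an unadjusted p under 0.05. Without control ZT0 replicate 2 the number was 31, and without control ZT12 replicate 1 it was 944. In knockout mice 0 genes were called (1622 with an unadjusted p under 0.05, smallest adjusted p 0.169), and 0 genes were called in the interaction (2191 with an unadjusted p under 0.05, smallest adjusted p 0.138). DESeq2, which had more false calls than edgeR on counts simulated from edgeR's fit, called 47 genes in knockout mice, 4 in the interaction and 14 in both genotypes. With the immunoglobulin share as a covariate, 1837 genes in knockout mice and 696 in the interaction had an unadjusted p under 0.05.

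Of the 350 genes, 294 (84%) changed in the same direction in knockout mice. An unadjusted p under 0.05 in knockout mice was reached by 65 of them (18.6%), all in the control direction. In the interaction 200 of the 350 genes (57.1%) had an unadjusted p under 0.05, and in all 200 the change in knockout mice was smaller than in control mice or opposite. Since edgeR called 0 of the 350 in knockout mice and 0 in the interaction, it assigned neither a retained nor a changed time of day difference to a single gene at the adjusted threshold. The slope of the knockout change on the control change was 0.114 across the 350 genes, 0.048 across those higher at ZT12 and 0.192 across those lower at ZT12. Leaving out each mouse in turn, with the genes called anew each time, gave a jackknife standard error of 0.46 for the slope over all called genes. This error therefore reflects changes in the set of genes as well as in the mice. Over the genes called at a threshold of 0.01 the slope was 0.526. Genes are not independent replicates, and these were chosen for their change in control mice.

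The gene with the smallest p was *Tef* (chromosome 15, 81802421 to 81826863), a clock-controlled transcription factor gene, which rose in control mice by a log2 fold change of 0.71 (standard error 0.09, adjusted p = 0.000437 from edgeR) and changed by -0.06 (standard error 0.10, adjusted p = 0.924 from edgeR) in knockout mice. Its interaction was -0.76 (standard error 0.14, adjusted p = 0.138 from edgeR), and DESeq2 called it (adjusted p = 0.00114). *Cox7a2l* rose in control mice by 1.06 (standard error 0.16, adjusted p = 0.00491 from edgeR), and *Gm13456*, a processed pseudogene that can share reads with its parent gene, rose by 0.51 (standard error 0.09, adjusted p = 0.00606 from edgeR). *Itgb3* fell by a log2 fold change of -0.67 (standard error 0.10, adjusted p = 0.00475 from edgeR). Unlike *Tef*, these genes changed in the control direction in knockout mice, without a call by edgeR. The changes were 0.46 (standard error 0.19) for *Cox7a2l*, 0.29 (standard error 0.10) for *Gm13456* and -0.48 (standard error 0.12) for *Itgb3*. DESeq2 called *Itgb3* in knockout mice (adjusted p = 0.0424). The genes called higher at ZT12 had a median length of 2175.5 bases, and those called lower had a median length of 6308.5 bases.

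**Figure D2:**
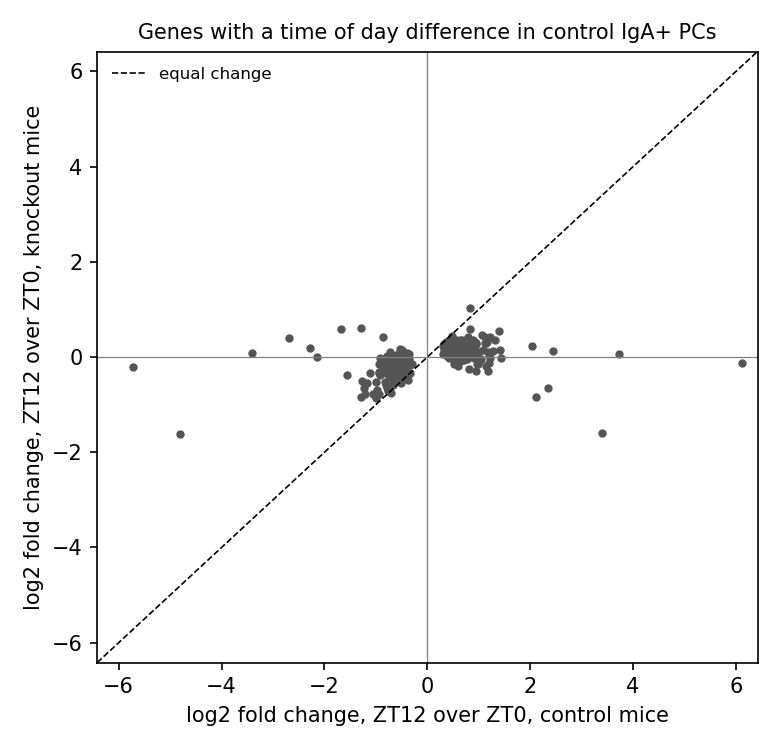
Log2 fold change from ZT0 to ZT12 in control mice (horizontal axis) and in knockout mice (vertical axis) of the 350 genes called in control mice. Each point is a gene and the dashed line marks an equal change in both genotypes. Most points lie nearer to 0 on the vertical axis than on the horizontal axis, with a slope of 0.114.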

Analysis of differentially expressed genes revealed significant time of day-dependent signatures in control animals that were either lost (Cluster I and IV), suppressed (Clusters II and V), or retained (Cluster III) in the absence of a functional intrinsic clock (Fig. 2D and Data File S2). Additionally, we observed a time of day gene signature that was significantly enhanced in conditional knockout cells, when compared to controls (Cluster VI). 

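At the adjusted threshold 0 genes met the criterion of an enhanced difference, which asked for a call in knockout mice and in the interaction, the same direction in both genotypes and a larger change in knockout mice. This criterion was set here. The legend of Fig. 2D shows clusters in a heatmap of genes that differ in control animals, and it states no such criterion for Cluster VI. The count of 0 therefore does not test that cluster. At unadjusted p-values under 0.05 in knockout mice and in the interaction, 530 genes changed more in knockout mice. Of these 530 genes, 0 had an unadjusted p under 0.05 in control mice with the same direction, and 0 were called in control mice. Of the genes called in control mice, 4 (1.14%) had a larger change of the same direction in knockout mice, and 0 of these 4 had an unadjusted interaction p under 0.05.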

Amongst these signatures we detected a loss of time of day differences in classical IgA^+^ PC-associated genes (Fig. 2F), as also identified in bulk RNA Seq analyses of wild type IgA^+^ PC over four time points (Fig. 1). In contrast, while a proportion of metabolism-associated genes displayed a clear loss of time of day differences in the absence of *Arntl* (Fig. 2G), others – including those involved in glycolysis, amino acid transport, the mevalonate pathway and cholesterol biosynthesis – retained time of day patterns (Fig. 2H), although in some cases the magnitude of this difference was altered or did not reach statistical significance.

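*Igha* (chromosome 12, 113254830 to 113260236), the heavy chain gene of IgA, was at 275500 ± 21270 CPM (SD, n = 6) at ZT0 and 354400 ± 90840 CPM (SD, n = 6) at ZT12 in control mice, a log2 fold change of 0.36 (standard error 0.12, adjusted p = 0.12 from edgeR). In knockout mice it was at 297700 ± 55120 CPM (SD, n = 4) and 284600 ± 11620 CPM (SD, n = 5), a change of -0.07 (standard error 0.14, adjusted p = 0.939 from edgeR), and the interaction was -0.43 (standard error 0.18, adjusted p = 0.444 from edgeR). These CPM levels are TMM-normalized and are not shares: control ZT12 replicate 2 was at 518000 CPM with 37.4% of its counts on *Igha*. As a share of all counts *Igha* was at 29.3% ± 1.61 (SD, n = 6) at ZT0 and 31.8% ± 3.23 (SD, n = 6) at ZT12 in control mice. This difference of 2.47 percentage points had p = 0.121 (two-sided exact permutation test). In knockout mice the difference in share was -1.54 points (two-sided exact permutation test, p = 0.294). *Xbp1*, a transcription factor gene of antibody secretion, changed by 0.29 (standard error 0.10, adjusted p = 0.143 from edgeR) in control mice and by -0.04 (standard error 0.12, adjusted p = 0.951 from edgeR) in knockout mice, with an interaction of -0.33 (standard error 0.15, adjusted p = 0.455 from edgeR). *Prdm1* was lower at ZT12 in control mice by -0.31 (standard error 0.10, adjusted p = 0.126 from edgeR) and changed by -0.03 (standard error 0.12, adjusted p = 0.976 from edgeR) in knockout mice. Control ZT0 replicate 6 lay apart from its group in *Igha* and *Xbp1*, and control ZT12 replicate 1 and knockout ZT12 replicate 1 did in *Prdm1*. Without knockout ZT0 replicate 3 the changes of *Igha* and *Xbp1* in knockout mice were positive, at 0.07 and 0.07. The change of *Igha* in control mice was 0.22 without control ZT12 replicate 2 and 0.43 without control ZT12 replicate 3, the ends of its range. *Sdc1*, *Tnfrsf13b* and *Tnfrsf17* changed by -0.15, -0.14 and 0.15 in control mice. Of the 6 genes of Fig. 2F, 0 were called in control mice (3 with an unadjusted p under 0.05), 0 in knockout mice (0 with an unadjusted p under 0.05) and 0 in the interaction (2 with an unadjusted p under 0.05). Adjusted over the list alone, 3 were called in control mice (*Igha*, *Prdm1* and *Xbp1*), 0 in knockout mice and 0 in the interaction. Fig. 2F shows *Igha* and *Xbp1* without a caret, as changed in these same mice, and *Prdm1* with one. The count over the list alone is therefore not independent evidence. DESeq2 in place of edgeR called the same 3 genes in control mice, with adjusted p-values of 0.0417, 0.0473 and 0.0379.

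The share of all counts on immunoglobulin genes rose in control mice from 52.8% ± 0.72 (SD, n = 6) at ZT0 to 57.4% ± 3.99 (SD, n = 6) at ZT12, a difference of 4.56 percentage points (two-sided exact permutation test, p = 0.00216). The highest control share at ZT0 and the lowest at ZT12 were both 53.3%, no further apart than the counting error. Control ZT12 replicates 2, 4 and 5 were at 63.6%, 59.5% and 59.1%, and replicates 1, 3 and 6 at 53.9%, 53.3% and 55%. With constant region genes only the difference was 3.62 points (two-sided exact permutation test, p = 0.0844). In knockout mice the share was 55.1% ± 2.91 (SD, n = 4) at ZT0 and 54.6% ± 0.95 (SD, n = 5) at ZT12, a difference of -0.451 points (two-sided exact permutation test, p = 0.881) that became 1 point without knockout ZT0 replicate 3. Constant region genes alone gave a difference of -2.33 points in knockout mice (two-sided exact permutation test, p = 0.19). Whether the difference in share depends on the genotype was not tested. The counting error of each share is below the last digit given.

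**Figure D3:**
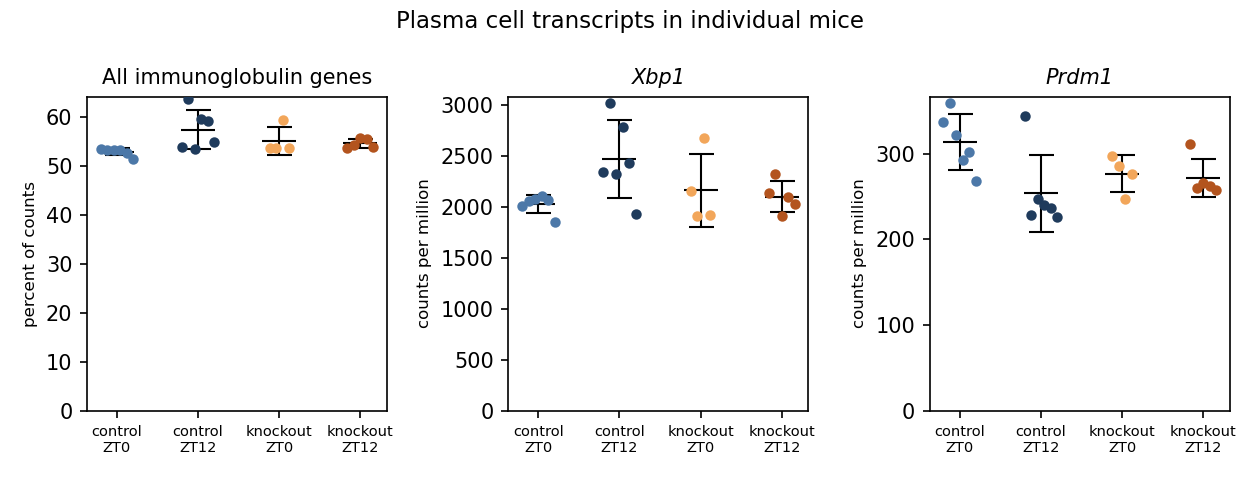
Share of counts on immunoglobulin genes in percent (left) and levels of *Xbp1* (middle) and *Prdm1* (right) in CPM, for each mouse of the 4 groups, with the mean and SD. The immunoglobulin share of control mice rises from 52.8% to 57.4%, and 1 knockout mouse at ZT0 lies above the others of its group.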

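Among the 6 genes of Fig. 2G, *Rictor* (chromosome 15, 6708379 to 6800401) fell in control mice from 41.4 ± 5.1 CPM (SD, n = 6) to 28.9 ± 7.15 CPM (SD, n = 6), a log2 fold change of -0.52 (standard error 0.14, adjusted p = 0.0465 from edgeR). In knockout mice it was at 35.1 ± 5.5 CPM (SD, n = 4) and 33.8 ± 4.59 CPM (SD, n = 5), a change of -0.05 (standard error 0.16, adjusted p = 0.956 from edgeR), with an interaction of 0.47 (standard error 0.21, adjusted p = 0.451 from edgeR). *Rptor* (chromosome 11, 119602905 to 119899576) changed by -0.49 (standard error 0.12, adjusted p = 0.0408 from edgeR) in control mice and by -0.01 (standard error 0.14, adjusted p = 0.994 from edgeR) in knockout mice, with an interaction of 0.48 (standard error 0.19, adjusted p = 0.442 from edgeR). Both calls were near the threshold. With each mouse left out in turn *Rictor* lost its call in 17 of 21 fits and *Rptor* in 9. The other 4 genes were not called, with changes in control mice of 0.96 for *Igf1r*, 0.17 for *Hk2*, 0.17 for *Eno1* and -0.32 for *Hk1*. In knockout mice 0 of the 6 were called (0 with an unadjusted p under 0.05), and in the interaction 0 (2 with an unadjusted p under 0.05). Adjusted over the list alone, 4 of the 6 were called in control mice (*Hk1*, *Igf1r*, *Rictor* and *Rptor*), 0 in knockout mice and 0 in the interaction.

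Among the 13 genes of Fig. 2H, 12 were called in control mice, all but *Slc7a5*, and adjusted over the list alone all 13 were. In knockout mice 0 of the 13 were called over all genes tested, although 11 had an unadjusted p under 0.05, and adjusted over the list alone these 11 were called. In the interaction 0 were called (1 with an unadjusted p under 0.05), also when adjusted over the list alone. The genes of Fig. 2G and 2H without a caret are shown as changed in these same mice, so the counts over the list alone are not independent evidence. *Hk2*, *Eno1* and *Slc7a5* carry a caret and were shown on other grounds. DESeq2 in place of edgeR called 4 of the 13 in knockout mice (*Btd*, *Cyp51*, *Fads1* and *Nsdhl*). *Nsdhl* (chromosome X, 72918557 to 72958514), which encodes an enzyme of cholesterol synthesis, fell in control mice from 21.1 ± 2.76 CPM (SD, n = 6) to 12.1 ± 1.95 CPM (SD, n = 6), a log2 fold change of -0.79 (standard error 0.12, adjusted p = 0.00475 from edgeR). In knockout mice it fell from 20.5 ± 3.43 CPM (SD, n = 4) to 13.1 ± 1.74 CPM (SD, n = 5), a change of -0.65 (standard error 0.14, adjusted p = 0.23 from edgeR). *Srebf2*, the gene of the transcription factor of this pathway, changed by -0.58 (standard error 0.09) in control mice and by -0.33 (standard error 0.11) in knockout mice, and *Fads1* by -0.71 (standard error 0.13) and -0.75 (standard error 0.15). The largest change among the 13 was that of *Hmgcs1*, at -1.06 (standard error 0.25) in control mice and -0.77 (standard error 0.29) in knockout mice, and knockout ZT0 replicate 2 lay apart from its group. *Slc7a5* and *Gpi1* were higher at ZT12 in both genotypes, by 0.27 and 0.32 in control mice and by 0.54 and 0.28 in knockout mice. Leaving out 1 mouse at a time removed the call of *Btd* in 18 of 21 fits, of *Gpi1* in 14, of *Hmgcs1* in 12 and of *Idi1* in 5.

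**Figure D4:**
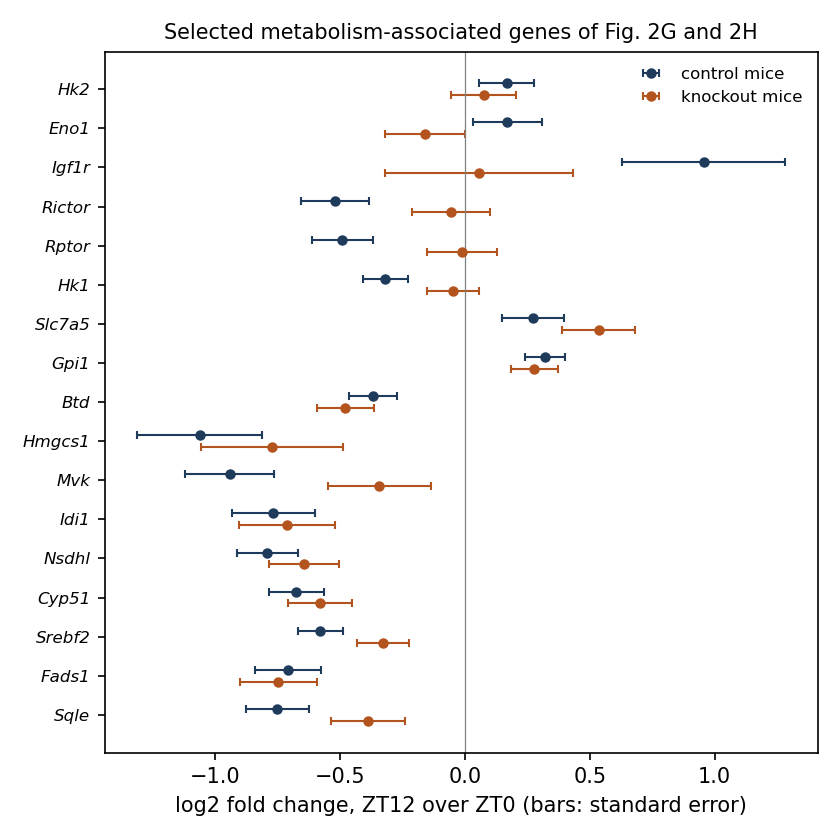
Log2 fold change from ZT0 to ZT12 (horizontal axis) of selected genes of Fig. 2G and 2H in control mice and knockout mice. Points are the fitted values and bars the standard errors. The points of *Rictor* and *Rptor* in knockout mice lie near 0, and those of the cholesterol genes shown lie below 0 in both genotypes.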

Next we determined the impact of disrupted Bmal1-mediated regulation of PC transcription on rhythms in fecal IgA but unexpectedly found oscillations were retained (Fig. 2I). As some time of day signatures in IgA^+^ PC transcription were only partly dependent on intrinsic *Arntl* expression and rhythmicity in IgA secretion was retained, we asked whether IgA secretion into the intestinal lumen could be subject to further circadian regulation at the tissue level. 

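To set the change in knockout mice against that of control mice that played no part in choosing the genes, the control mice were split at random 20 times. In each split the 200 genes with the smallest p were chosen in 3 mice against 3. The slope of the change in the other control mice on the change in the chosen ones had a median of 0.347 over the 20 splits, from -0.399 to 0.549. The slope of the knockout mice had a median of 0.0839, from -0.105 to 0.41, and the control mice had the higher slope in 18 of the 20 splits. A median of 90% of the 200 genes had the same direction in the other control mice and 71.5% in the knockout mice. Without knockout ZT0 replicate 3 the median slope of the knockout mice was 0.185. The splits reuse the same mice and are not independent of each other. When control mice were drawn down to 4 at ZT0 and 5 at ZT12, the numbers of the knockout groups, a median of 6 genes was called over 20 random draws, of which 15 were distinct. Over all 90 choices of these mice, a check chosen after seeing the data, the median was 6.5 genes, from 0 to 604, with 0 called in 9 of the choices. The number of genes with an unadjusted p under 0.05 over the 90 choices, which share mice, had a median of 2779 and a range of 1807 to 4234.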

IgA produced by lamina propria-resident PCs requires active transport across the intestinal epithelium by the polymeric Ig receptor (pIgR). However, we failed to detect oscillatory expression of the *Pigr* gene in small intestinal tissue (Fig. 2J), while conditional deletion of *Arntl* in intestinal epithelial cells (*Villin*^Cre^ x *Arntl*^fl/fl^) also failed to perturb rhythmicity in fecal secretory IgA (Fig. 2K). Together these findings suggest that the IgA^+^ PC-intrinsic circadian clock is a major contributor to rhythmic transcriptional activity, but that rhythms in IgA secretion can persist in the absence of intrinsic clock function, indicating additional factors may entrain circadian function.

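Comparing the genotypes at one time, 2 genes were called at ZT0, with 993 at an unadjusted p under 0.05, and 3 genes at ZT12, with 1789 at an unadjusted p under 0.05. *Nr1d2* (chromosome 14, 18204054 to 18239127), a clock gene outside Fig. 2E, was at 51.8 ± 4.92 CPM (SD, n = 6) in control mice and 11.0 ± 2.15 CPM (SD, n = 4) in knockout mice at ZT0, a log2 fold change of -2.24 (standard error 0.14, adjusted p = 8.82e-11 from edgeR). At ZT12 it was at 63.9 ± 7.95 CPM (SD, n = 6) and 10.9 ± 1.87 CPM (SD, n = 5), a change of -2.55 (standard error 0.13, adjusted p = 6.06e-13 from edgeR). The other gene called at both times was *Cd79a*, at -1.21 and -1.18, and the other gene called at ZT12 was the pseudogene *Ighv1-38*, whose reads can be shared with near-identical genes. *Cry1* was higher in knockout mice at ZT0 by 0.69 and *Cry2* by 0.57, with adjusted p-values of 0.0656 and 0.254 from edgeR. Both calls depended on the setting. With edgeR *Cry1* was called without a count filter (adjusted p = 0.0274) and on own groups (adjusted p = 0.0438), and in 3 settings chosen after seeing the data, namely the immunoglobulin share as a covariate (adjusted p = 0.0092), the gene length trend removed (adjusted p = 0.0428) and the GC trend removed (adjusted p = 0.0452). *Cry2* was called by edgeR with the length trend removed (adjusted p = 0.0428), and DESeq2 called both genes (adjusted p = 0.00384 for *Cry1* and 0.0235 for *Cry2*). *Nr1d1* changed by -2.24 at ZT0 and -2.07 at ZT12 without a call by edgeR (adjusted p = 0.926 and 0.379). DESeq2 called it at ZT12 (adjusted p = 0.00457). DESeq2 on own groups, chosen after seeing the data, called *Nr1d1* (adjusted p = 0.000199) and *Arntl* (adjusted p = 0.0382) at ZT0. The paper reasons from the time of day differences that were lost, suppressed or retained in knockout mice (Fig. 2D to H), together with the retained rhythm of fecal IgA (Fig. 2I). It adds that no oscillation of *Pigr* was detected in small intestinal tissue (Fig. 2J). Deleting *Arntl* in intestinal epithelial cells also left the rhythm of fecal IgA in place (Fig. 2K). From these it proposes that the intrinsic clock contributes much of the rhythmic transcription of IgA+ PCs, and that further cues act on the rhythm of secretion.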

### Feeding-associated metabolic cues determine the magnitude and rhythmicity of intestinal IgA responses

While cell-intrinsic circadian clocks are important for driving oscillatory immune cell activity, additional exogenous signals can act to entrain these circadian rhythms - most notably feeding cues (22, 29). Moreover, emerging evidence suggests IgA responses are highly sensitive to changes in nutrition and diet (9, 16, 17, 30). To determine whether feeding-associated cues contribute to the entrainment of rhythms in IgA secretion, we utilized light-tight cabinets on reverse 12-hour light:dark schedules in combination with 6 hour periods of feeding restricted to either the dark phase (dark-fed) or light phase (light-fed) (Fig. 3A). Fecal sampling of animals maintained under these conditions at four time points (ZT0, 6, 12 and 18) revealed that dark-fed animals displayed oscillations in fecal IgA similar to that of *ad lib* fed mice (Fig. 3B, Fig. 1A), in line with the largely nocturnal feeding patterns of experimentally housed mice. Strikingly, restriction of food availability to a six-hour window during the light-phase led to a reversal in oscillatory IgA secretion (Fig. 3B and Fig. S4A) – indicating feeding cues act as a key entrainer of IgA secretion in the gastrointestinal tract. Notably, while IgA^+^ PC from dark-fed animals displayed cell-intrinsic time of day differences in clock gene expression comparable with *ad lib* fed mice, reversal of feeding also reversed clock gene expression patterns (Fig. 3C), which was mirrored in the liver (Fig. S4B). Moreover, reversed feeding similarly inverted time of day differences in plasma cell and metabolism-associated genes (Fig. 3D). Conversely, and in line with our findings under *ad lib* conditions (Fig. 1 and Fig. S1), feeding cue-associated regulation of fecal IgA could not be attributed to alterations in IgA^+^ PC or IgA^+^ B cell frequencies in the intestinal tract and associated lymphoid structures (Fig. S4C+D).

Together these findings suggested that feeding-associated cues, such as dietary-derived nutrients and metabolites, may act upstream to entrain cell-intrinsic clock genes - while also acting to regulate cell function through additional mechanisms independent of clock gene expression *per se*. As we observed time of day differences in a series of metabolic genes despite deletion of *Arntl* in IgA^+^ PC (Fig. 2G), we reasoned that feeding cues may further entrain IgA secretion via effects on plasma cell metabolic activity, in concert with clock gene driven regulation of transcription. 

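The 11 genes of Fig. 2H other than *Slc7a5* and *Gpi1* were also tested as one set with camera, a test in limma of whether a set of genes moves apart from all others. Their median log2 fold change from ZT0 to ZT12 was -0.755 in control mice and -0.554 in knockout mice, and all 11 were lower at ZT12 in each genotype. The adjusted p over 36 tests was 3.94e-19 in control mice and 6.51e-16 in knockout mice with a preset correlation between genes of 0.01. Both calls held with the correlation estimated from the data (adjusted p = 0.0151 and 0.0187) and under fry (adjusted p = 2.06e-05 and 0.00381). The interaction had a median of 0.253 and an adjusted p of 0.0472 by camera, which did not hold with the estimated correlation (0.486) or under fry (0.383). With each mouse left out in turn the median in knockout mice lay between -0.606 and -0.453. The study chose these genes from the same mice.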

We thus hypothesized that alterations in dietary nutritional content may perturb rhythms in IgA secretion. As proof of concept we fed mice normal chow or a commercial high fat diet (HFD), to establish a state of overnutrition, and assessed circadian rhythms in IgA secretion at baseline, 2 weeks or 6 weeks later. Animals fed HFD gained a moderate amount of weight over the 6-week period when compared to mice fed normal chow (Fig. S4E), and critically while post-prandial blood glucose was elevated in HFD mice after six weeks (Fig. S4F), no signs of impaired glucose tolerance were observed at this time (Fig. S4G). In contrast, mice fed HFD for a prolonged period of 12 weeks began to exhibit elevated fasting glucose levels (Fig. S4G). Fecal IgA levels consistently exhibited circadian oscillations over a 24-hour period in animals fed normal chow and serially sampled at baseline, 2 weeks and 6 weeks (Fig. 3E). In contrast, while the HFD-fed group exhibited a comparable oscillation in fecal IgA at baseline, the same animals began to exhibit dysregulation of oscillatory IgA secretion following two weeks on HFD, and a complete loss of IgA rhythmicity after 6 weeks (Fig. 3E). Notably however, the overall magnitude of IgA secretion was also increased significantly in mice fed HFD for 6 weeks (Fig. 3E) while, as observed in prior studies (31), feeding of mice on a HFD also led to a blunting of the diurnal food intake (Fig. S4H-I). Taken together these data further suggest HFD may disrupt rhythms in IgA.

Cell-intrinsic metabolic activity and nutrient availability have been demonstrated to be critical determinants of plasma cell survival, function and antibody secretory capacity (14, 15, 32, 33). In line with this concept, we found that small intestinal IgA^+^ PCs exhibited elevated metabolic activity when compared to either IgA^+^ B cells or IgD^+^ B cells derived from the Peyer’s patches (Fig. S5A-J). Notably, IgA^+^ PCs exhibited markedly elevated uptake of the glucose analogue 2NDBG (Fig. S5A-B), expressed higher levels of the solute carrier chaperone protein CD98 – which functionally endowed cells with enhanced amino acid uptake capacity (Fig. S5C-G), and exhibited elevated intracellular lipid content (Fig. S5H-I). The heightened metabolic activity of IgA^+^ PCs was further reflected in extracellular flux assays (Fig. S5J). Nonetheless, the *ex vivo* metabolic activity of IgA^+^ PCs did not significantly differ by time of day (Fig. S5K-N), suggesting that circadian rhythms in IgA^+^ PC function and IgA secretion were not dictated by diurnal changes in the metabolic capacity of plasma cells *per se*. Rather, we hypothesized that changes in nutrient availability - as a result of feeding activity - may act as a rate-limiting factor for antibody secretion by fueling IgA^+^ PC metabolism, and entraining rhythmicity in concert with the cell-intrinsic clock. In line with this hypothesis, the IgA secretory capacity of sort-purified PCs cultured *ex vivo* was found to be sensitive to the nutrient content of culture media, with an increase in glucose from subphysiological (1mM) to physiological (9mM) levels resulting in increased magnitude of IgA secretion (Fig. 3F). Similarly, IgA secretion from cultured PCs was sensitive to the presence of the amino acid leucine in the culture media (Fig. 3G), while pharmacological inhibition of either amino acid transport (BCH) or glycolysis (2DG) conversely reduced the magnitude of IgA secretion (Fig. 3H). Taken together these findings suggest that feeding-associated cues, potentially through changes in nutrient availability, act to entrain and align oscillations in IgA production and the IgA^+^ PC transcriptional circadian clock in-part by fueling cell-intrinsic metabolic activity.

### Reciprocal interactions between host and microbiota determine oscillatory IgA secretion and rhythms in the microbiota to modulate microbial mutualism

IgA is a canonical immune regulator of host-commensal microbe interactions and mutualism, and while a significant proportion of the microbiota is bound by secretory IgA the precise impact of IgA on the composition and mutualistic functions of the microbiota has remained incompletely understood. Conversely, emerging evidence suggests that the composition of the microbiota exhibits circadian rhythmicity which is in part dictated by host immune circuits, but is also likely to provide cues that align rhythms in immune responses due to the inherently linked nature of mucosal immune responses (22–25, 27, 34). To first address the role of the microbiota in dictating IgA rhythmicity we investigated IgA responses in Germ Free animals, however as previously reported the absence of a microbiota dramatically reduces the generation of IgA^+^ PC in the intestinal lamina propria (Fig. S6A-B). In line with this, IgA levels were markedly reduced in the feces compared to SPF controls (Fig. S6C). To further clarify the role of microbiota in regulating the rhythmicity of the IgA response, we transiently treated SPF mice with a cocktail of antibiotics which successfully depleted commensal microbes without significantly altering the intestinal IgA^+^ PC pool (Fig. 4A-B). Strikingly, antibiotic treatment led to a clear disruption of normal rhythmicity in fecal IgA, although perturbed IgA production remained statistically significant by JTK cycle analysis - suggesting IgA rhythms were dramatically altered but not absent *per se* (Fig. 4C).

While these observations suggest the microbiota itself is required for homeostatic IgA rhythmicity, we proposed that conversely IgA responses against the microbiota could in turn regulate oscillations in microbial composition. The dissection of the precise roles of IgA in regulating the commensal microbiota have been hindered by the observed generation of compensatory IgM responses in both *Igha*-knockout mice and IgA-deficient humans, which bind to a comparable repertoire of commensal bacteria (11, 35–37). To circumvent this issue and determine whether circadian oscillations in intestinal IgA impact upon the commensal microbiota we utilized IgMi mice, which lack the ability to class switch and secrete antibody yet retain a mature B cell compartment (38–40)(Fig. 4D). Thus, this model allowed us to study the microbiota in the absence of both secretory IgA and any other mucosal antibody isotypes transported into the intestinal lumen in the absence of IgA that may fully or partially compensate. As expected IgMi mice lacked detectable fecal IgA by ELISA when compared to littermate control animals (Ctrl) (Fig. S6D), and furthermore lacked IgA-bound bacteria as determined by flow cytometry (Fig. 4E, Fig. S6E). Next, we serially collected fecal samples from IgMi and littermate control animals over multiple circadian time points and performed 16S rRNA sequencing. We confirmed time of day differences in the total abundance of commensal bacteria as has been previously reported (23–25), but found oscillations in total microbial abundance to be unaffected in IgMi mice (Fig. S6F). Similarly, and in line with previous findings (39), we did not observe any dramatic changes in the global composition of fecal bacteria at the phylum or genus level when analyzing the global composition of the microbiota across the mean of all samples by genotype (Fig. 4F; data shows average of combined timepoints). One notable exception was a clear reduction in the abundance of *Akkermansia* in IgMi mice (Fig. 4F and Fig. S6G), suggesting IgA binding may favor colonization of this mucosal-dwelling microbe. However, analysis by *Zeitgeber time* identified rhythms within the commensal microbiota, in line with previous reports (23–25, 27, 34). Consistent with these prior studies we were able to identify circadian rhythmicity in a number of bacteria genera including *Mucispirillum, Helicobacter*, *Peptococcaceae*, *Desulfovibrio* and *Bilophila* (Fig. 4G-I, K-L), while other major bacterial genera demonstrated no observable time of day differences (Fig. S6H). Critically, we identified a signature of rhythmic bacteria that lost circadian rhythmicity in the absence of IgA (Fig. 4G, K-L, Fig. S6J), although others retained or gained rhythmicity in IgMi mice (Fig. 4H-I). To determine whether the loss of bacterial rhythmicity in IgMi mice correlated with direct IgA-binding we first quantified IgA binding of total fecal commensal microbes by flow cytometry, but observed no significant differences in the total proportion of the microbiota labelled by IgA over time (Fig. S6M-N). Despite this, by sequencing of IgA-bound versus unbound bacteria (IgA-Seq) we identified an enrichment (71%) of oscillatory microbes (*red*) amongst bacteria identified to be preferentially IgA bound in control animals (Fig. 4J). Notably, many of IgA-bound bacteria also demonstrated a loss of rhythmicity (Fig. 4G-K), or changes in circadian phase (Fig. S6K) in the absence of mucosal antibody. Surprisingly, while we also observed a small subset of oscillatory bacteria that were preferentially enriched in the IgA negative fraction and unperturbed in IgMi mice (Fig. S6L), we also detected some bacteria that were not directly bound by IgA yet lost rhythmicity in IgMi mice (Fig. 4L) – suggesting circadian regulation of commensal microbiota constituents is likely highly complex and potentially subject to reciprocal interactions and competition for niches that alter the relative abundances of microbial species within the community. Thus, we were able to identify oscillations in the abundance of a number of commensal bacteria that were dependent upon IgA, the secretion of which is itself regulated in a circadian manner.

While this provides evidence for a circadian role for IgA in regulating the composition of commensal bacteria, the consequences of this for the mutualistic functions of the microbiota and the mammalian host were unclear. Thus, we further performed shotgun metagenomics on serially sampled fecal bacteria from littermate control mice over five distinct time points (ZT0, ZT6, ZT12, ZT18 and a second ZT0, within the same 24-hour period). Analysis of functional GO-Terms in wild type control littermates predicted that a significant proportion of predicted bacterial functional pathways undergo circadian oscillation (Fig. 5A). Strikingly, IgMi mice exhibited a near-complete loss of highly oscillatory GO-Terms when compared to littermate controls (Fig. 5A-B and Data File S3). Many of the microbial GO-Terms that were found to be oscillatory in control animals and lost in IgMi mice related to metabolic processes, including *Glycolytic Process* and *Gluconeogenesis* (Fig. 5B+C, Fig. S7A-B), suggesting the presence of IgA may promote rhythmicity in microbial metabolism and liberation of nutrients from the diet. We also identified a small number of GO-Terms that indicated alterations in basic microbial biology, including several that in contrast were predicted to gain oscillations in the absence of IgA, including bacterial *Flagellum Assembly* and *Extrachromosomal Circular DNA* (Fig. S7C). Next, in order to determine whether changes in microbial function and metabolic activity altered nutrient availability within the intestine we performed metabolomics on fecal samples from IgMi mice and littermate controls. We observed evidence of time of day differences in the relative abundance of glucose in the feces over the course of a day, which were blunted in the absence of mucosal antibody (Fig. 5D), and to a lesser extent in short chain fatty acid availability (Fig. S8A), while availability of succinate exhibited comparable time of day differences regardless of the presence or absence of mucosal antibody (Fig. S8A). Despite changes in fecal metabolite levels, we confirmed that IgMi mice retained comparable circadian patterns in food intake (Fig. S8B), suggesting differences could not be attributed to changes in feeding behavior. To determine the potential impact of circadian changes in intestinal metabolite availability on the host we placed mice in metabolic cages (CLAMS) but found no evidence for major dysregulation of whole-body metabolism and energy usage (Fig. S8C-D). However, we observed perturbed time of day differences in circulating glucose in the blood of IgMi mice (Fig. 5E), which mirrored predicted microbial metabolic activity and glucose abundance in the feces, thus suggesting that circadian IgA regulation of microbial function may modulate time of day differences in metabolite availability and/or uptake by the host.

## Discussion

The complex interplay between the microbiota, intestinal immune system and diet is increasingly understood to be at the center of a broad range of inflammatory, metabolic and systemic pathologies – and an increasing driver of morbidity and mortality in the industrialized world. Here we provide evidence of circadian regulation of a major mucosal immune pathway with critical functions in regulating host-microbiota crosstalk, which we hypothesize may have provided evolutionary benefit by balancing the energetic cost of an intestinal immune response with optimal orchestration of microbial mutualism. Specifically, we report diurnal secretion of IgA - in line with previous observations (41, 42) - and demonstrate feeding as a major cue in aligning rhythms in mucosal antibody secretion. Furthermore, we demonstrate that the absence of IgA significantly impacts upon oscillations in the relative composition and activity of intestinal microbes. Together, our findings suggest a combination of cell-intrinsic circadian clocks and cell-extrinsic, feeding cues entrain rhythms in IgA, and in turn modulates the commensal microbiota (Fig. S9).

Here we observed the presence of an active transcriptional circadian clock in IgA^+^ PC, which was surprisingly largely absent in naïve B cells indicating circadian clock rhythmicity may be imprinted during B cell activation or class switching. Nonetheless, we did observe *Nr1d1* expression in naïve B cells which may suggest roles for Rev-erb alpha beyond circadian regulation, as described for other immune cells (43, 44). However, while we observed IgA^+^ PC-intrinsic oscillations in canonical clock genes, and significant disruption of clock gene expression upon deletion of *Arntl*, rhythmicity in luminal secretory IgA was retained - suggesting Bmal1 is dispensable for oscillations in IgA secretion and indicating the potential for additional peripheral cues. In line with an emerging body of evidence (45, 46), we identified feeding events as a critical cue to entrain IgA responses and PC rhythmicity. Intriguingly reversed feeding experiments also similarly perturbed time of day differences in circadian clock genes and other highly rhythmic genes, suggesting feeding cues may link extrinsic and intrinsic circadian timing in IgA^+^ PC. Nonetheless, we cannot rule out roles for circadian clock gene regulation independent of Bmal1. For example, other clock components have been reported to retain rhythmicity in the absence of Bmal1, while Rev-erbα has been attributed clock-independent roles as a transcription factor (43). Moreover, *Xbp1* – which was also found to be rhythmic in IgA^+^ PC and entrained by feeding here – has recently been described to induce oscillatory gene expression independent of core clock genes (47).

Our findings provide further evidence for feeding as a critical entraining cue for peripheral circadian rhythms in intestinal immune cells. Elevations in IgA in fecal pellets aligned with periods of feeding in both *ad lib* and reverse-fed mice, although of note we observed a lag effect whereby elevations in IgA also persisted into the relative fasting phase, most likely due to the time delay between food ingestion, liberation and absorption of nutrients, changes in IgA^+^ PC function, and subsequently detection of secreted IgA following transit of fecal pellets along the intestinal tract. Indeed, both long-term undernutrition or chronic overnutrition can alter the generation of IgA responses in the intestinal tract, suggesting a complex interplay between nutrition, circadian rhythms and mucosal antibody responses and host-commensal mutualism (9, 16, 17, 22, 23, 25, 27, 29, 30). Despite these advances the precise molecular mechanism through which feeding modulates IgA secretion in the gut remains unclear. One hypothesis is that elevated nutrient availability following feeding acts a key determinant of the ability of intestinal plasma cells to fuel enhanced antibody secretion, and in line with this we demonstrated altering nutrient or metabolite levels was sufficient to change the magnitude of IgA secretion *ex vivo*. Additionally the feeding of a high fat diet (HFD) disrupted rhythms in IgA, although it should be noted that HFD has marked effects on circadian feeding activity (31), the microbiota and intestinal inflammation – in addition to altering nutritional content – all of which could feasibly contribute to this phenotype given the interconnected nature of diet, microbiota and intestinal immunity. Nutritional cues can be sensed and propagated via a number of intracellular metabolic signaling pathways and transcriptional regulators, but also by neuronal and hormonal circuits (48). Thus, further studies are required to determine the precise intracellular sensing pathways that connect feeding events with rhythmic IgA+ plasma cell circadian clock-driven transcription and secretory function. Nonetheless, IgA responses and plasma cells are known to be particularly sensitive to changes in nutrition (9, 16, 17), and studies to decipher the mechanistic basis through which diet alters intestinal IgA production may provide critical insights into the etiology of diet driven changes in the microbiota that predispose to inflammatory and metabolic disease.

In line with several previous studies a lack of IgA did not result in a marked global dysbiosis *per se*, although we observed a loss of *Akkermansia* spp. in line with current understanding that in many cases IgA promotes host mutualism with mucosal-dwelling commensals (49–51). Strikingly however, we were able to recapitulate seminal observations made by other groups who reported diurnal oscillations in many of the same commensal microbes – including *Mucispirillum*, *Peptococcaceae* and *Streptococcaceae* spp (23–25, 27, 34). Critically, as in previous studies, these oscillations in bacterial constituents further manifested as time of day regulation of commensal function and broader microbial biology – most notably in pathways orchestrating nutrient metabolism, bacterial replication and pathogenicity (23, 25, 27). The role of IgA in impacting upon microbial transcription and functional biology – as opposed to composition - has remained relatively poorly understood, although recent advances have begun to delineate the role of IgA binding in regulating microbial metabolic activity, motility and fitness (10). Here, we demonstrate that lack of IgA secretion causes a loss in diurnal oscillations at the level of both composition and microbial activity predicted via metagenomic sequencing, and build upon previous findings in the field to suggest IgA binding has key roles in modulating bacterial gene expression. For example, we found that lack of IgA led to a gain in flagellum assembly over the circadian day, supporting findings that IgA binding can suppress bacterial flagellum expression and thus, motility (52). One notable observation was the circadian regulation of microbial pathways of glucose metabolism and glucose availability both within the intestine and circulation – adding to previous findings that IgA may be an important immune pathway in the regulation of glucose metabolism and risk of metabolic disease (16). Despite these advances the precise mechanism through which oscillations in IgA alter rhythmic microbial composition and function remain to be elucidated but suggest host-microbiota interactions are highly dynamic over the course of a circadian day. Nonetheless, our findings provoke the hypothesis that circadian immune regulation of the microbiota may act to promote mutualism, metabolite availability and metabolic health, which together with recent advances (53) suggest IgA acts to determine host exposure to microbially-derived metabolites.

Our observations complement and expand upon other recent studies that together suggest circadian regulation may be a common feature of tissue-resident intestinal immune cells that constitutively act to maintain healthy interactions with commensal bacteria (26, 27, 43, 44, 54–57), and that immune pressure may partially imprint rhythmicity on the microbiota itself to confer mutualistic benefits for the host over the daily light:dark cycle, including ensuring energetic and metabolic efficiency aligned with feeding activity. An increasing body of evidence has begun to link lifestyles that disrupt circadian rhythmicity and microbial rhythms with the onset and progression of human inflammatory and metabolic diseases, including type 2 diabetes (58), and thus an increased understanding of circadian immune regulation will be critical to harness the full potential of the emerging field of circadian medicine (59, 60)

## Materials and Methods

### Study Design

The study was designed to determine whether the magnitude, phenotype or transcriptome of the IgA Plasma Cell response in the small intestine was subject to diurnal variation. In addition, we aimed to uncover the intrinsic and extrinsic cues that regulate the magnitude of IgA responses over the course of a 24-hour period and to determine the requirement for IgA in contributing to circadian changes in the composition, dynamics and predicted activity of the intestinal commensal microbiota. All *in vivo* experiments were performed a minimum of two times with animal numbers per group indicated in the respective figure legends. All transgenic mouse lines were age- and sex-matched and co-housed with control littermates within each individual experiment. Mice of different genotypes were randomly assigned to cage and group and studies were unblinded.

### Mice

Age and sex-matched C57BL/6 mice were purchased from Envigo laboratories. *Mb1*^Cre^ x *Arntl*^fl/fl^ were originally crossed by Kai-Michael Toellner (University of Birmingham) and are available via Jackson laboratories (*Mb1*^Cre^ - strain 020505; *Arntl*^fl^ – strain 007668). *Villin*^Cre^ x *Arntl*^fl/fl^ were maintained within the Centre for Biological Timing at the University of Manchester, Villin^Cre^ are available via Jackson laboratories (strain 004586). IgMi mice were a kind gift from Ari Waisman (IMB Mainz) and are available subject to collaborative agreement. All transgenic mouse experiments were performed using cohoused littermates, of mixed genotype, and under specific pathogen free conditions with *ad libitum* feeding as 12h:12h light:dark cycle at the University of Manchester, United Kingdom, unless otherwise specified. In some cases, mice received irradiated High Fat Diet (Research Diets; D12492i; 60% Kcal from fat) *ad lib* for up to 12 weeks. Where indicated experimental cages were placed in controlled light-tight cabinets under opposing 12-hour light:dark cycles to facilitate investigation of circadian rhythms. In some experiments mice were placed in bespoke housing for the measurement of metabolic readouts and feeding as detailed below. Germ Free mice were bred and maintained in the University of Manchester Axenic and Gnotobiotic Facility. All other animal experiments were performed under Specific Pathogen Free (SPF) in single ventilated cages conditions and under license of the U.K. Home Office and under approved protocols at the University of Manchester.

### Tissue Processing

Small intestinal lamina propria lymphocyte preparations were prepared by opening longitudinally and removing the Peyer’s patches, associated fat and luminal content by gently shaking in cold PBS. Epithelial cells and intra-epithelial lymphocytes were removed by shaking tissues in stripping buffer (1 mM EDTA, 1 mM DTT and 5% FCS) for two rounds of 20 min at 37°C. Lamina propria lymphocytes were isolated by digesting the remaining tissue in 1 mg/mL collagenase D (Roche) and 20 µg/mL DNase I (Sigma-Aldrich) for 45 min at 37°C. Liberated cells were then extracted by passing the tissue and supernatant over a 70μm nylon filter and centrifuged to isolate lamina propria lymphocytes. Isolated Peyer’s patches were processed by passing them through a 70μm nylon filter. In a small number of cases Peyer’s patches were retained during intestinal tissue digest to facilitate concurrent analysis of tissue-resident plasma cells and B cell subsets.

### Flow Cytometry

Single cell preparations were stained with antibodies against surface or intracellular markers as indicated in Supplementary Table 1. Specific conjugates used are indicated within Figures. Dead cells were excluded from analysis using the LIVE/DEAD Fixable Aqua Dead Cell Stain (Life Technologies). Intracellular staining was performed using the FoxP3 fixation/permeabilization kit (ThermoFisher). Samples were acquired using a BD Fortessa Cytometer, and analysed with FlowJo (TreeStar).

### Bacterial flow cytometry

Feces were collected in Fast Prep lysing Matrix A tubes (MP Biomedicals), resuspended in 1ml of PBS per 100mg fecal material and incubated at 4°C for 20 min. Bacterial suspensions were resuspended in a final volume of 2 ml PBS and incubated at 4°C for 20 min. Samples were homogenized in a FastPrep-24 Tissue homogenizer (MP Biomedicals) for 30s. After homogenization, samples were centrifuged at 50 x *g* for 15 minutes at 4°C to remove debris and the bacteria-containing supernatant transferred through 70μm filters into a new tube. Bacteria were washed in FACs buffer (PBS, 2% FCS, 5mM EDTA) and pelleted at 8000 x *g* for 5 min. For flow cytometry, bacterial pellets were resuspended in 100μl FACs buffer containing SYTO 9 green fluorescent nucleic stain (Life Technologies) (10μM), incubated at 4°C for 15 minutes, and subsequently stained with 1μg/ml of an anti-mouse IgA-PE antibody (clone mA-6E1, eBioscience) for 30 min at 4°C. Samples were thoroughly washed and acquired on a BD Fortessa flow cytometer.

### Cell-sorting and *ex vivo* culture assays

*Ex vivo* culture assays were performed on sort-purified IgA^+^ Plasma Cells, IgA^+^ or IgD^+^ B cells, or other control populations isolated from the small intestines and/or Peyer’s patches of female C57BL/6 mice unless otherwise indicated. Kynurenine uptake was assessed as previously reported (61). Briefly, after surface antibody staining, 2x10^5^ cells were resuspended in 200μl warmed Hanks Balanced Salt Solution (HBSS; Sigma, UK), and 100μl of HBSS, or BCH (40mM, in HBSS), or leucine (20mM, in HBSS), was added to appropriate samples. Kynurenine (800μM, in HBSS) was then added and uptake subsequently stopped after 4 minutes by adding 125μl 4% PFA for 30min at room temperature in the dark. After fixation, cells were washed twice in HBSS and then resuspended in HBSS prior to acquisition on the flow cytometer. For assessment of 2-NBDG uptake *in vitro*, 1x10^6^ small intestinal cells were cultured in glucose-free DMEM medium (Agilent, USA) supplemented with 2mM L-glutamine and 100μM 2-NBDG (Thermo Fischer, USA) for 10 minutes at 37°C. Surface antibody staining of samples was then performed and acquisition of samples on the flow cytometer was undertaken within 2 hours. For assessment of lipid accumulation within cells *in vitro*, 1x10^6^ small intestinal cells were cultured in glucose-free DMEM medium (Agilent, USA) supplemented with 2mM L-glutamine and LipidTOX™ (Thermo Fischer, USA) for 30 minutes at 37°C. Cells were then washed, surface antibody staining of samples was then performed and acquisition of samples on the flow cytometer was undertaken within 2 hours.

### Antibiotics Treatment

Mice were treated for a total of 6 days with an antibiotic cocktail containing 1mg/ml ampicillin, 1mg/ml neomycin, 1mg/ml gentamicin, 0.25mg/ml metronidazole and 0.5mg/ml vancomycin in water supplemented with artificial sweetener tablets for palatability. After 3 days of antibiotics, depletion of the microbiota was confirmed by counting colony forming units (CFU) of homogenized fecal pellet supernatants on Brain Heart Infusion (BHI) medium (CM1134, Thermo Fisher) plates cultured under both aerobic conditions at 37°C for 48 hours, or incubated in Wilkens-Chalgren anaerobe medium enriched with 10% horse blood (CM1135, Thermo Fisher) under anaerobic conditions in an Whitley MG500 anaerobic incubator with 10% (v/v) H2, 10% CO2 and 80% N2 for 37°C for 48 hours. Feces of antibiotic treated mice were subsequently collected over four circadian time points beginning on day 4 to measure IgA.

### ELISA

Mouse fecal IgA titers were measured using the Mouse IgA ELISA Quantitation Set (Bethyl Laboratories) following manufacturers’ instructions. Fecal samples were serially diluted and optimal dilutions and concentration were determined based via a standard curve. For core data sets an additional BCA assay (Pierce Coomassie Plus (Bradford) Assay Kit, Thermo Scientific) was performed on fecal extracts to measure total protein, and IgA concentrations normalized.

### Metabolic inhibitor assays

Sort-purified IgA+ PCs isolated from the small intestinal lamina propria were incubated (10^4^ cells/ well) in either leucine free media (US Biological, USA) or glucose free media (Gibco, UK), with IL-6 (10ng/ml) (Peptrotech, USA) and BAFF (200ng/ml) (Biolegend, UK), supplemented with differing concentrations of leucine, or glucose (both Sigma, UK). To determine the effects of inhibiting nutrient uptake or metabolic signaling on IgA secretion, sort-purified IgA+ PCs isolated from the small intestinal lamina propria were cultured (10^4^ cells/well) as above with or without the addition of metabolic inhibitors including pp242 (500nM), BCH (10mM) and 2-Deoxy-D-glucose (2DG) (1mM) (all Sigma, UK). Cells were incubated for 16 hours at 37°C, following which culture supernatants were removed and IgA concentrations determined by ELISA. Cell viability was determined under different culturing conditions, by either using a hemocytometer or flow cytometry.

### Extracellular Flux Analysis

Extracellular flux analysis (Agilent, USA) was performed with replicates of 150,000 sort-purified IgA+ PCs isolated from small intestinal lamina propria or IgD+ B cells isolated from Peyer’s patches. Cells were adhered to each well of the Seahorse plate (Seahorse/Agilent, USA) using CellTak (Corning, USA). Cells were rested in Seahorse medium (glucose-free DMEM) at 37°C without CO2 for at least 30 minutes prior to the run. For the test, Seahorse XF medium was supplemented with 2mM of L-glutamine (Sigma, UK) and pH was adjusted to 7.35±0.05 (at 37°C). Glucose (10mM final concentration) (Fischer Scientific, USA), oligomycin (1µM final concentration (Sigma, UK) and 2-DG (100mM final concentration; Sigma), were added to individual ports to complete this assay.

### Metabolic and physiological monitoring

To assess metabolic gas exchange, mice were individually housed in indirect calorimetry cages (CLAMS cages, Columbus instruments). Mice previously maintained on a controlled light-dark light cycle were acclimatized to the cages for two 24-hour cycles, and oxygen consumption and carbon dioxide production was recorded at 10-minute intervals for at least a further three consecutive 24h light-dark cycles. Respiratory exchange ratio (RER) was derived from these measurements (VCO2/VO2), as was energy expenditure. For measurement of food intake genotype-matched co-housed mice were placed in a Sable System for a full week on a controlled 24-hour light-dark cycle. Following a two-day acclimatization period, food intake was measured for at least three consecutives 24h light-dark cycles.

### RT-PCR

Total RNA was purified using the RNeasy Micro Kit (Qiagen) and cDNA was prepared using the high capacity cDNA reverse transcription kit (Applied Biosystems). Real-time qPCR was performed with the real-time PCR StepOnePlus system (Applied Biosystems). *Nr1d1* (Mm00520708_m1), *Hk2* (Mm00443385_m1), *Hmgcs* (Mm01304569_m1) and *Xbp1* (Mm00457358_m1) were detected with commercial Taqman probe assays (Applied Biosystems). Remaining assays were performed either with TaqMan based chemistry (Applied Bio Systems) or with LightCycler 480 SYBR Green I Master Mix (Roche), using the primers and probes detailed in Supplementary Table 2.

### Bulk RNA sequencing

RNA was isolated from sort-purified cells, as above, and library preparation and bulk RNA sequencing was performed commercially with Novogene (UK) Company Ltd. Briefly, normalised RNA was used to generate libraries using NEB Next Ultra RNA library Prep Kit (Illumina). Indices were included to multiplex samples and mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesised using random hexamer primers followed by second strand cDNA synthesis. Following end repair, A-tailing, adaptor ligation and size section libraries were further amplified and purified and insert size validated on an Agilent 2100, and quantified using quantitative PCR (qPCR). Libraries were then sequenced on an Illumina NovaSeq 6000 S4 flowcell with PE150 according to results from library quality control and expected data volume. RNA Seq data are available via the GEO repository (Accession numbers, GSE175637, GSE175609).

### Bacterial 16S PCR

Bacteria from fecal pellets were extracted and normalised to fecal weight, and DNA was isolated using the DNeasy Powerlyser Powersoil Kit (Qiagen) according to manufacturer’s instructions. Bacterial DNA samples were amplified using the following primers: universal 16S forward 5’ GCA GGC CTA ACA CAT GCA AGT C 3’ and reverse 5’ CTG CTG CCT CCC GTA GGA GT 3’. Real time PCR was performed with the StepOnePlus Real-Time PCR system using SYBR Green Master Mix (Applied Biosystems). Bacterial copy number was calculated using a standard curve of known CFU and DNA concentrations from *S. aureus* cultures.

### 16S rRNA sequencing

Bacterial DNA from fecal bacteria was isolated using the PowerSoil DNA Isolation Kit (Qiagen, Netherlands) according to the manufacturer’s instructions. Pre-amplification of the V3V4 region of 16S rRNA was performed by PCR in triplicate using 2xKAPA HiFi Hot Start ReadyMix (Roche) using primer pairs containing adaptor sequences, as follows: 16S Amplicon PCR Forward Primer = 5'TCGT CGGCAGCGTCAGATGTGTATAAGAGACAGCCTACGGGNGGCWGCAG; 16S Amplicon PCR Reverse Primer = 5' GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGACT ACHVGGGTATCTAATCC. Following this, AMPure XP beads (Fisher Scientific) were used to purify the 16S V3V4 amplicon away from free primers and primer dimer species, according to the manufacturer’s protocol. Illumina sequencing adapters were then attached using the Nextera XT Index Kit (Illumina Inc, USA), according to the manufacturer’s instructions. DNA libraries were then further purified using AMPure XP beads. DNA libraries were then quantified, normalised and pooled together for 16S sequencing via the Illumina MiSeq platform (Illumina, USA) at the University of Manchester. 16S rRNA Seq data are available via the ENA repository (Accession number, PRJEB53218). IgA-Seq was performed as described previously (38), and sequencing performed at the University of Liverpool.

### Shotgun Metagenomics

Shotgun metagenomics was performed commercially by CosmosID. Briefly, microbial DNA was extracted from fecal pellets and quantified using Qubit 4 fluorometer and HS Assay Kit (Thermofisher Scientific). DNA libraries were prepared using the Nextera XT DNA Library Preparation Kit and Nextera Index Kit (Illumina) following the manufacturer’s protocol with minor modifications. The standard protocol was used for a total DNA input of 1ng. Genomic DNA was fragmented using a proportional amount of Illumina Nextera XT fragmentation enzyme. Combinatory dual indexes were added to each sample followed by 12 cycles of PCR amplification. DNA libraries were then purified using AMPure magnetic beads (Beckman Coulter) and eluted in Qiagen EB buffer. DNA libraries were re-quantified and pooled together for sequencing via the Illimunia HiSeqX. Raw reads from metagenomics samples were analysed by CosmosID metagenomic software (CosmosID Inc., Rockville, MD, USA) to identify microbes to the strain level and a high-performance data mining k-mer algorithm was employed alongside highly curated dynamic comparator databases to rapidly disambiguate short reads into related genomes and genes.

### Functional profiling of shotgun metagenomic data

Following initial QC, adapter trimming and preprocessing of metagenomic sequencing reads were performed using BBduk. The quality-controlled reads were then subjected to a translated search using Diamond against a comprehensive and non-redundant protein sequence database, UniRef 90. The mapping of metagenomic reads to gene sequences were weighted by mapping quality, coverage and gene sequence length to estimate community wide weighted gene family abundances. Gene families are then annotated to MetaCyc reactions (Metabolic Enzymes) to reconstruct and quantify MetaCyc metabolic pathways in the community. Furthermore, the UniRef_90 gene families were regrouped to GO terms to generate an overview of community function. To facilitate comparisons across multiple samples with different sequencing depths, the abundance values were normalized using Total-sum scaling (TSS) normalization to produce "Copies per million" units.

### Bioinformatics

Where indicated bioinformatic analyses of data were performed via commercial platforms. For analysis of bulk RNA seq data differential gene expression analyses were performed in R (version 4.0.2) using RStudio Version 1.2.5033 (RStudio, Inc). Raw non-normalised counts were imported into R and subsequently analysed using the DESeq2 package (62), using the default pipeline. 

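Of the 53801 genes in the deposited counts, 20256 had a total of at least 10 over the 21 mice, and 14525 of these are protein coding. Without this filter 26794 genes were tested and 265 were called between ZT0 and ZT12 in control mice, and with edgeR's filterByExpr in its place 460 were called.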

Genes with a total of fewer than ten counts across all samples were removed, and normalisation was calculated using the DESeq() function with default parameters for estimating size factors and dispersions. Differential expression was then calculated using the results() function with the default parameters. Genes with a significance value of less than 0.01 after correction for multiple comparisons using the Benjamini-Hochberg method were defined as “differentially expressed” and taken forward for further analysis. 

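At this stricter threshold 14 genes were called by edgeR between ZT0 and ZT12 in control mice, with 5 higher and 9 lower at ZT12. Of the genes of the figure panels, 0 of 9 in Fig. 2E (4 with an unadjusted p under 0.05), 0 of 6 in Fig. 2G (4 with an unadjusted p under 0.05) and 4 of 13 in Fig. 2H were called at this threshold. In the comparison of the genotypes, *Nr1d2* and *Cd79a* were called at both times.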

In some cases heatmaps were generated from normalised counts using the counts (normalised = TRUE) function followed by scaling and centring. Hierarchical clustering of genes was then computed using the ComplexHeatmap package (63). In other cases, clustering and normalised counts were then exported to excel and plotted in Graphpad Prism.

### Metabolomics

The metabolic profiles of fecal samples were measured using ^1^H nuclear magnetic resonance (NMR) spectroscopy as previously described (64). Briefly, fecal samples (30 mg) were defrosted and combined with 600µL of water and zirconium beads (0.45 g). Samples were homogenized with a Precellys 24 instrument (45 s per cycle, speed 6500, 2 cycles) and spun at 14,000 *g* for 10 minutes. The supernatants (400µL) were combined with 250µL phosphate buffer (pH 7.4, 100% D_2_O, 3 mM NaN_3_, and 1 mM of 3-(trimethyl-silyl)-[2,2,3,3-^2^H4]-propionic acid [TSP] for the chemical shift reference at δ0.0) before centrifugation at 14,000 *g* for 10 minutes, and then transferred to 5 mm NMR tubes for analysis on a Bruker 700 MHz spectrometer equipped with a cryoprobe (Bruker Biospin, Karlsruhe, Germany) operating at 300 K. ^1^H NMR spectra were acquired for each sample using a standard one-dimensional pulse sequence using the first increment of the NOE pulse sequence for water suppression as previously described (65). Raw spectra were phased, baseline corrected and calibrated to TSP using Topspin 3.2 (Bruker Biospin) and then digitized in a Matlab environment (Version 2018; Mathworks Inc, USA) using in-house scripts. Redundant spectral regions (related to water and TSP resonance) were removed and the spectral data was manually aligned and normalized to the probabilistic quotient using in-house Matlab scripts. The peak integrals (relating to relative abundance) for metabolites of interest were calculated for each sample.

### Statistical analyses

Statistical analysis of rhythmicity was calculated via JTK_Cycle analysis (66) of double plotted data sets using an established R pipeline. Data sets were tested for normality using a Shapiro-Wilks test to determine Gaussian distribution. For two-way comparisons statistics were performed by t-test or Mann-Whitney test, as otherwise indicated in the figure legend. For comparisons of three or more groups, or select circadian data sets, a Kruskal Wallis test, One-Way ANOVA or Two-Way ANOVA was performed as appropriate and as indicated in the figure legends. Values for statistical analyses are additionally reported in Supplementary Data File 4. Data is shown as standard error +/- mean.

## Supplementary Material

Supplementary Figures

## Figures and Tables

**Figure 1:**
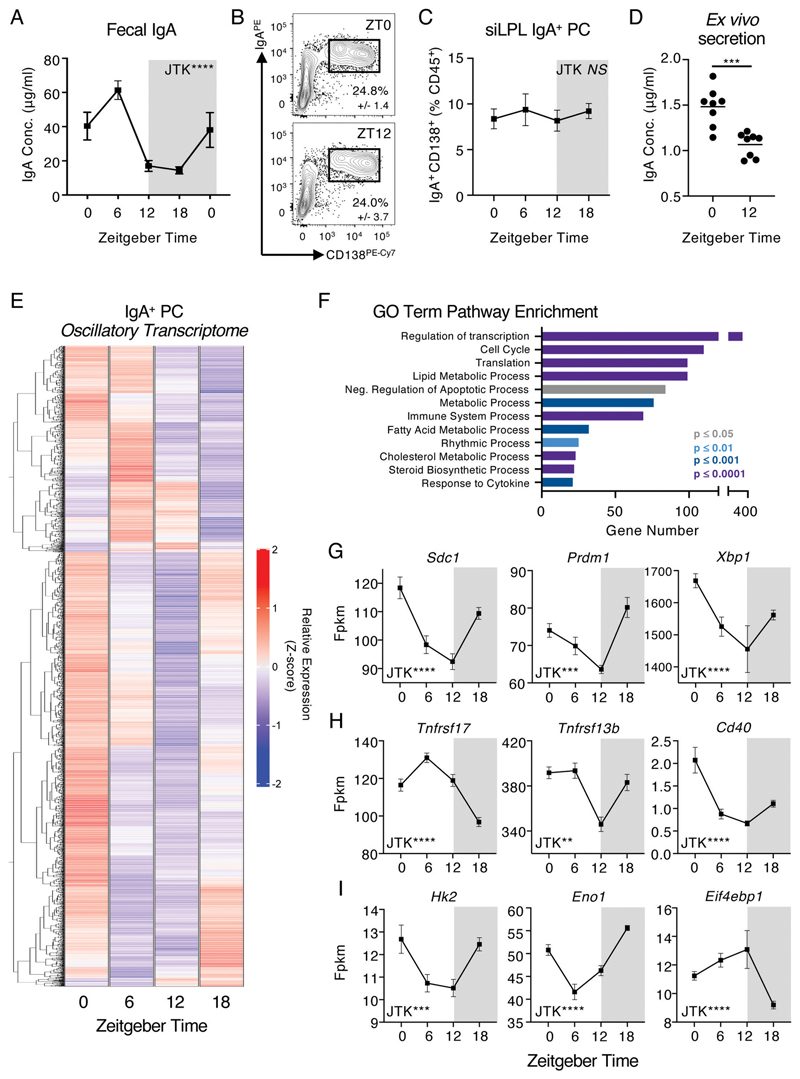
Mucosal antibody secretion and small intestinal IgA^+^ Plasma Cell activity exhibit diurnal rhythmicity. A) Serial fecal sampling of C57BL/6 mice at five 6 hour intervals over a circadian day (ZT 0, 6, 12, 18, 0), *n*=10 (pooled from two independent data sets). Data representative of at least 4 independent experiments. B) Exemplar flow plots of small intestinal CD138^+^ IgA^+^ PC, pregated as Live CD45^+^CD3^-^CD5^-^NK1.1^-^MHCII^+/-^B220^-^IgD^-^, at ZT0 and ZT12 and C) Quantification of IgA^+^ plasma cell frequencies at ZT0, 6, 12 and 18. B+C *n=5* and representative of three independent experiments. D) *Ex vivo* secretion of IgA by sort-purified IgA^+^ PC (from ZT0 and ZT12) cultured for 18 hours. Data pooled from two independent experiments, *n*=8. E) Heatmap of significantly oscillatory genes (JTK Cycle, p<0.01) identified from bulk RNA Sequencing of sort-purified small intestinal IgA^+^ PC taken at ZT0, 6, 12 and 18, z-score of average relative gene expression (fpkm) values of *n*=5 per timepoint. F) GO-Term pathway enrichment analysis on oscillatory gene signatures. Selected relative expression (fpkm) values for oscillatory gene signatures related to G) Plasma Cell function, survival and identitity, H) Extrinsic survival and antibody secretion signals, and I) Cellular Metabolism, values representative of *n*=5 per timepoint. P values were determined using JTK Cycle, with the exception of panel D which was determined via a parametric, unpaired t-test. All data shown as +/- SEM, * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001.

**Figure 2:**
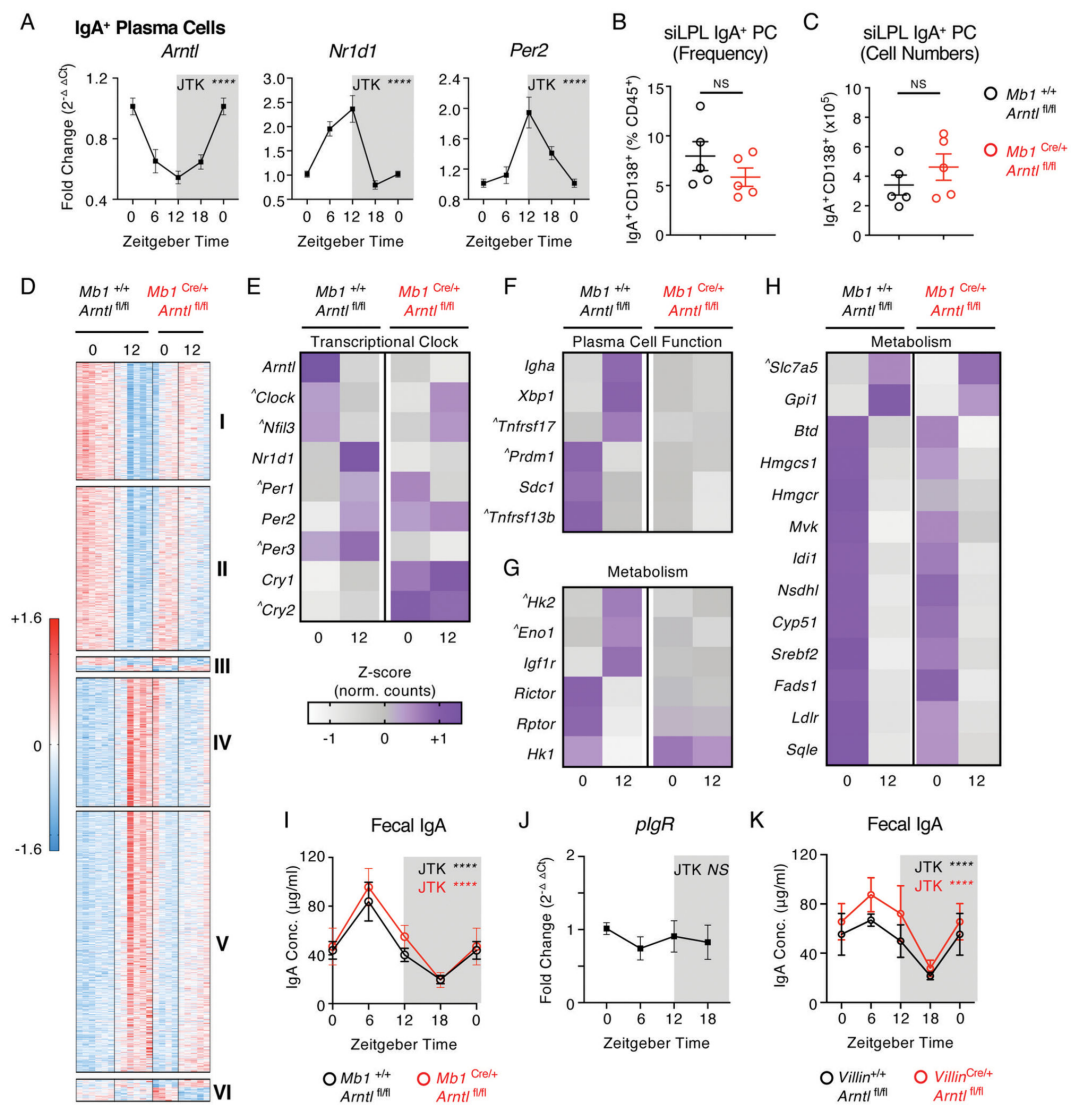
Rhythmic IgA^+^ Plasma Cell activity is in part dictated by the cell-intrinsic circadian clock. A) Relative expression of circadian clock genes in sort-purified small intestinal IgA^+^ PC at ZT 0, 6, 12 and 18 (ZT0 double plotted), determined by RT-PCR. *n*=10 (pooled from two independent experimental cohorts). Data representative of at least 3 independent experiments. B) Frequency and C) numbers of small intestinal IgA^+^ PC in *Mb1*^Cre/+^ x *Arntl*^fl/fl^ mice in comparison to *Mb1*^+/+^ x *Arntl*^fl/fl^ littermate control animals, *n*=5 representative of two independent experiments. D) Heatmap comparison of significantly differentially expressed genes (Benjami-Hochberg adjusted p<0.05) identified by bulk RNA sequencing of sort-purified small intestinal IgA^+^ PC at ZT0 and 12, and found to significantly differ between ZT0 and ZT12 in control animals. Z-scores of relative gene expression (fpkm) values in individual animals of *n*=6 *Mb1*^+/+^ x *Arntl*^fl/fl^ mice and *n*=4-5 *Mb1*^Cre/+^ x *Arntl*^fl/fl^ mice per timepoint. Gene clusters: I+II (decrease in gene expression between ZT0 + ZT12 in controls, loss of suppression in *Mb1*^Cre/+^ x *Arntl*^fl/fl^ mice), III (time of day difference retained in both genotypes), IV+V (increase in gene expression between ZT0 + ZT12 in controls, loss of suppression in *Mb1*^Cre/+^ x *Arntl*^fl/fl^ mice) and VI (enhanced time of day difference in *Mb1*^Cre/+^ x *Arntl*^fl/fl^ mice). E-H) Average z-score values (representative of *n*=6 *Mb1*^+/+^ x *Arntl*^fl/fl^ mice and *n*=4-5 *Mb1*^Cre/+^ x *Arntl*^fl/fl^ mice) in IgA+ PC at ZT0 and ZT12, in respect to E) Circadian clock genes, F) Plasma Cell-associated genes, G+H) Metabolism-associated genes. ^ identifies genes where time of day differences either did not reach statistical significance in control animals in this analysis but were either previously identified in Figure 1 as oscillatory, or are directly related and relevant to the biological pathway described. I) Serial fecal sampling of *Mb1*^Cre/+^ x *Arntl*^fl/fl^ mice and *Mb1*^+/+^ x *Arntl*^fl/fl^ mice at four time points over a circadian day (ZT 0, 6, 12, 18; ZT0 double plotted), *n*=8-9 and pooled from two independent experimental cohorts. J) RT-PCR expression of *pIgR* relative to housekeeping gene in whole small intestinal tissue samples (*n*=5 mice, represenative of two indepednent experiments). K) Serial fecal sampling of *Villin*^Cre/+^ x *Arntl*^fl/fl^ mice and *Villin*^+/+^ x *Arntl*^fl/fl^ mice at four time points over a circadian day (ZT 0, 6, 12, 18; ZT0 double plotted), *n*=5 and representative of two independent experiments. P values for panels A and I-K were determined using JTK Cycle, D-H with Benjami-Hochberg test (DESeq2, see also methods) and panels B+C which with a parametric, unpaired t-test. All data shown as +/- SEM unless otherwise indicated, * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001.

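The 34 genes of Fig. 2E to H all passed the filter. The direction of the control change read from the figure was that of the fitted change for 34 of the 34 genes, and the direction in knockout mice for 31 of the 31 genes whose colours could be read. Of the 23 genes without a caret, 15 were called by edgeR in control mice, and of the 11 genes with a caret, 0 were.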

**Figure 3:**
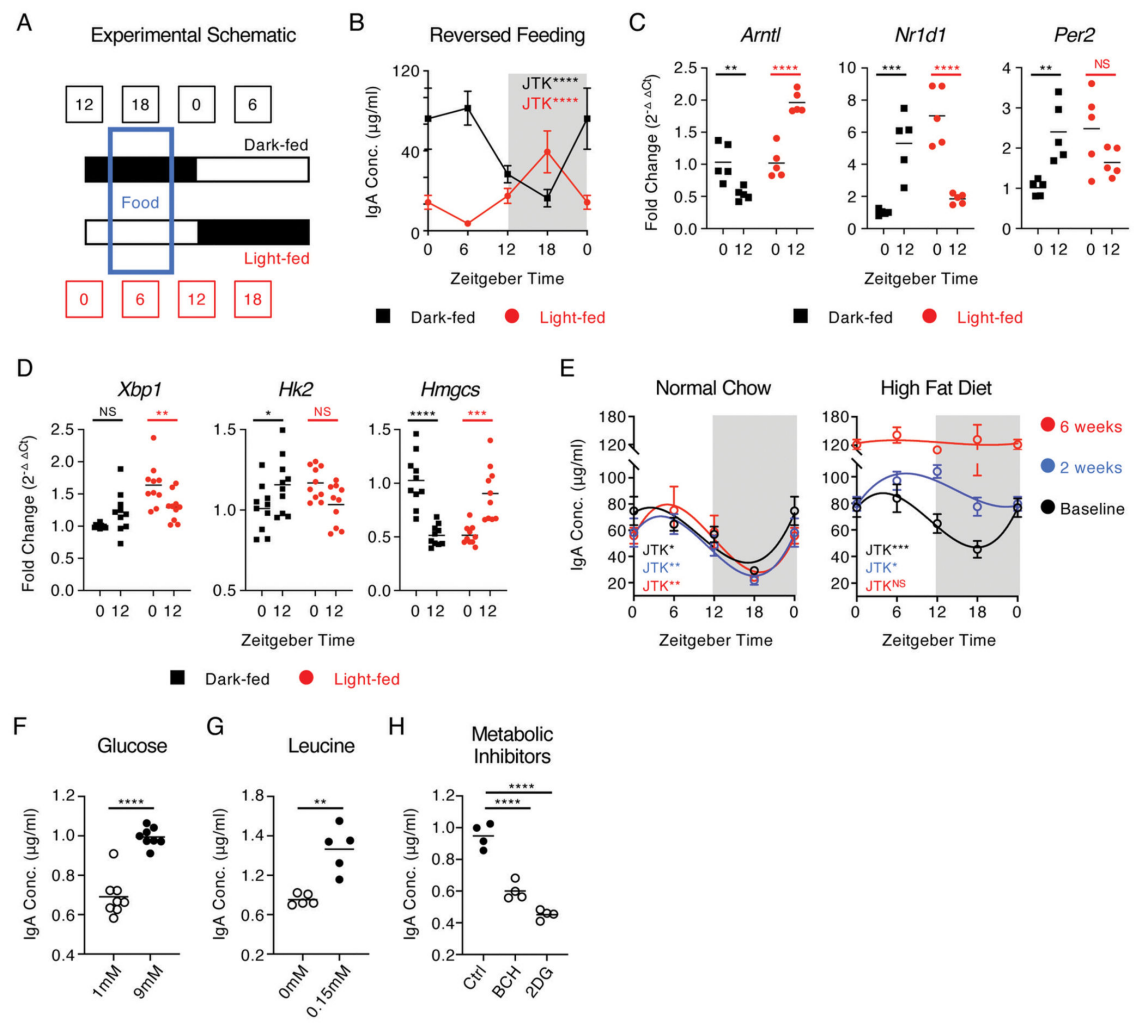
Oscillations in secretory IgA are aligned by feeding cues and cellular metabolic activity. A) Schematic of reversed feeding regimen, B) Serial fecal sampling of light-fed or dark-fed C57BL/6 mice at four 6 hour intervals over a circadian day (ZT 0, 6, 12, 18; ZT0 double plotted), *n*=9-10 (pooled from two independent experimental cohorts). Data representative of at least 4 independent experiments. RT-PCR analysis of C) circadian clock genes (*n*=5 mice per group and representative of two independent experiments) and D) plasma cell associated and metabolic genes (*n*=10 mice per group, pooled from two independent experiments) at ZT0 and ZT12 in sort-purified small intestinal IgA^+^ PC isolated from light-fed or dark-fed mice, *n*=5 per group, data representative of two independent experiments. E) Serial fecal sampling of C57BL/6 mice fed normal chow or high fat diet (HFD at five 6 hour intervals over a circadian day (ZT 0, 6, 12, 18; ZT0 double plotted), taken at baseline, two weeks or six weeks on the indicated diet, *n*=4-5 and data representative of at least 2 independent experiments. F-H) *Ex vivo* secretion of IgA by sort-purified small intestinal IgA^+^ PC cultured with differing concentrations of F) glucose (*n*= 8, representative of pooled data from two independent experiments) G) leucine (*n*= 5, representative of data from two independent experiments) or H) in the presence of metabolic inhibitors (*n*= 4, representative of data from three independent experiments). P values for panels B+E were determined using JTK Cycle. P values for panels C and D were determined using a two-way ANOVA, H with a parametric, unpaired One-Way ANOVA, and F and G with parametric, unpaired t-test. All data shown as +/- SEM unless otherwise indicated, * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001.

**Figure 4:**
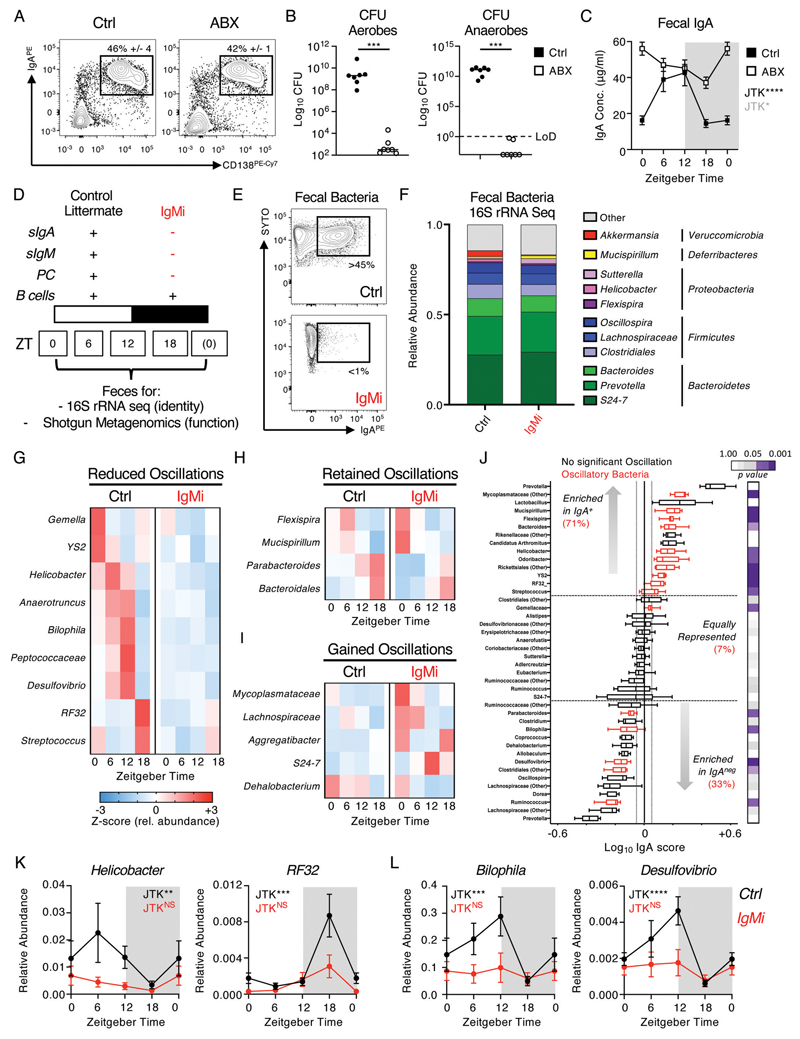
Bidirectional interactons between the microbiota and host IgA responses regulate circadian rhythmicity of commensal microbes. A) Small intestinal IgA^+^ PC frequencies in mice receiving a cocktail of antibiotics (ABX) *ad lib* for 4 days (representative of *n*=5 mice per group and two independent experiments), B) colony forming units (CFU) or commensal microbes measured under aerobic and anaerobic culture conditions (representative of *n*=7 mice per group, pooled from two independent experiments) and C) fecal IgA measured over four circadian time points (ZT0 double plotted) from control and ABX treated mice representative of *n*=5 mice per group and two independent experiments. D) Summary of features of the IgMi mouse model. E) Representative measurement of IgA-binding to fecal bacteria in IgMi mice or littermate wild type control mice (Ctrl). F) Global analysis of average microbiota composition in Ctrl and IgMi animals elucidated by 16S rRNA Sequencing of fecal pellet-derived bacteria. G-I) Z-score heatmaps indicating average relative abundance of significantly oscillatory microbial genera in Ctrl mice and IgMi mice from serially sampled fecal bacteria taken at ZT0, 6, 12 and 18 (JTK cycle p<0.05). J) IgA-Seq analysis of fecal bacteria isolated from Ctrl animals. Bacteria determined to exhibit oscillatory patterns in G-I are highlighted in red and the relative percent enrichment of oscillatory bacteria in IgA^+^ or negative fractions are indicated, legend indicates JTK cycle *p* values. IgA enrichment indicate as log10 score. K+L) Individual data sets for selected bacteria identified as oscillatory in Ctrl animals and perturbed in IgMi mice (ZT0 data double plotted). All 16S rRNA sequencing and IgA Seq data representative of two independent experiments with *n*=4-5 animals per genotype, per ZT time point. P values for panel B were determined using a non-parametric, unpaired Mann-Whitney t-test and panels C and G-L using JTK Cycle. All data shown as +/- SEM unless otherwise indicated, * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001.

**Figure 5:**
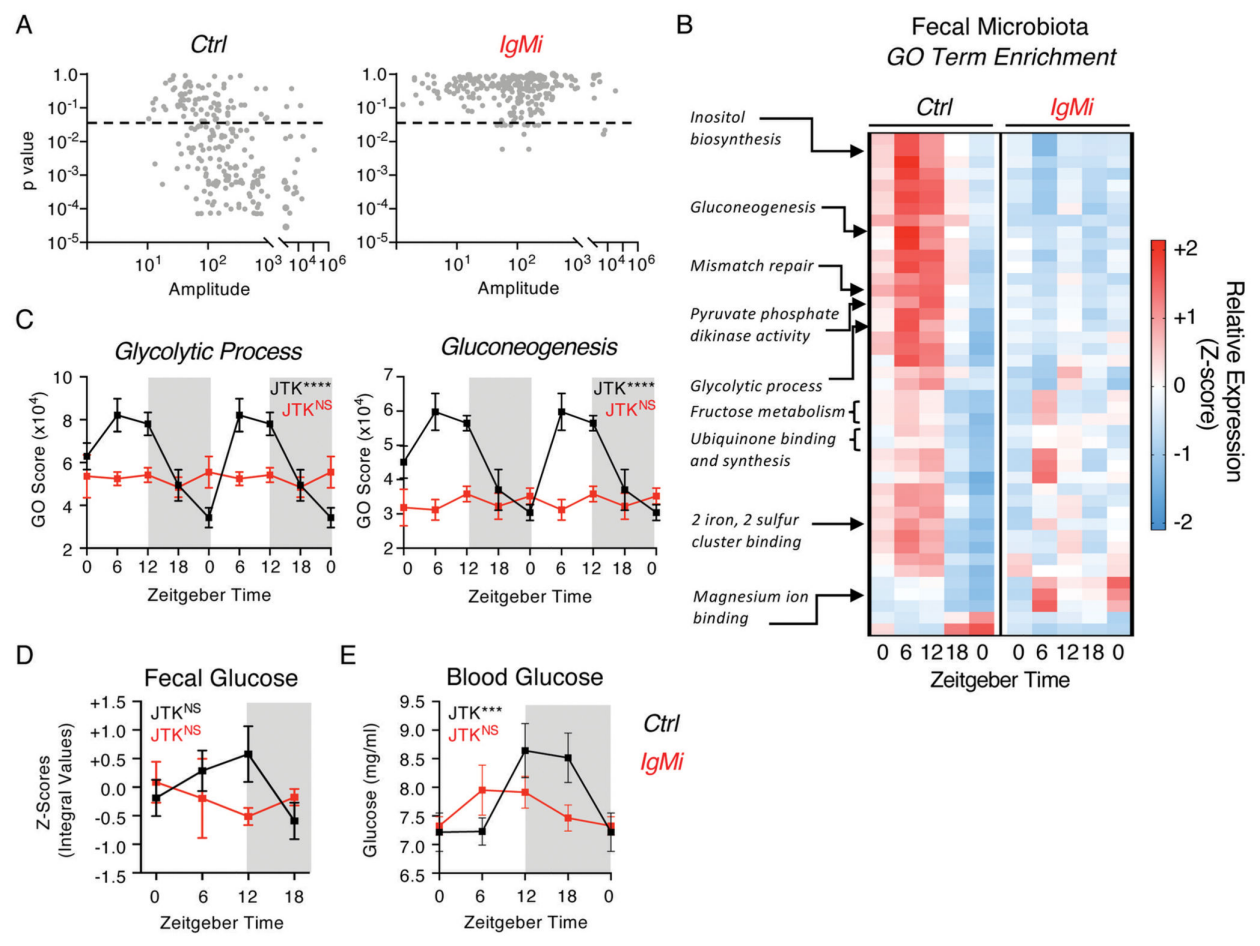
Mucosal antibody regulation of microbiome circadian rhythmicity modulates nutrient and metabolite availability and uptake. A) JTK analysis of GO Term pathway scores identified by shotgun metagenomics of serially sampled feces of Ctrl and IgMi mice over five 6 hour intervals over a circadian day (ZT 0, 6, 12, 18, 0), *n*=5 per group per timepoint, and representative of a single experiment. Significance cutoff = p<0.05. B) Z-score heatmap of average GO Term scores identified to be significantly oscillatory in Ctrl mice and perturbed in IgMi mice by JTK cycle analysis (p<0.05), and C) select exemplar pathways double plotted. D) Glucose levels in serially sampled feces of Ctrl and IgMi mice over five 6 hour intervals over a circadian day (ZT 0, 6, 12, 18, 0), *n*=5 per group per timepoint, and representative of a single experiment. E) Glucose levels in serially sampled blood of Ctrl and IgMi mice over five 6 hour intervals over a circadian day (ZT 0, 6, 12, 18; ZT0 double plotted), *n*=8-12 per group per timepoint, representative of data pooled from three independent experiments. P values determined via JTK Cycle. All data shown as +/- SEM unless otherwise indicated, * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001.

## Data Availability

Data are included in the main text or supplementary materials and data files. Sequencing data sets are available via GEO (Accession numbers, GSE175637, GSE175609) and the ENA repository (Accession number, PRJEB53218). Mouse strains reported in this study are available via commercial vendors (Jackson laboratories) or by collaborative agreement with the respective co-author, as indicated in the methods.

# Supplementary material for: Rhythmicity of Intestinal IgA Responses Confers Oscillatory Commensal Microbiota Mutualism
**Source:** Sci Immunol. Author manuscript; Available in PMC 2022 Sep 29.
**Supplement:** Supplementary Figures

**Fig. S1. Rhythms in secretory IgA are not associated with diurnal oscillatons in intestinal plasma cell numbers or Peyer’s patch responses.** A) IgA concentrations normalised to total protein concentrations of feces, serially sampled from C57BL/6 mice at five 6 hour intervals over a circadian day (ZT 0, 6, 12, 18, 0), *n*=10 (pooled from two independent experimental cohorts). Data representative of at least 2 independent experiments. B-D) Quantification of B) small intestinal lamina propria IgA^+^ PC cell numbers, C) colon lamina propria frequencies IgA^+^ PC (of live CD45^+^ cells) and D) associated cell numbers. B-D *n=*10 and representative of pooled data from two independent experiments. E) Representative flow plots indicating gating strategy for identification of Germinal Center (GC) B cells and IgA class-switched GC B cells in the Peyer’s Patches. Cells pre-gated as Live CD45^+^CD3-CD5-NK1.1-CD11b-MHCII^+^B220^+^. F) Frequencies of total GC B cells within Peyer’s Patch B cell compartment and G) IgA^+^ cells amongst GC B cells, from C57BL/6 mice sacrificed at four 6 hour intervals over a circadian day (ZT 0, 6, 12, 18), *n*=10 (pooled from two independent experimental cohorts). H) Secretion of IgA into culture media after overnight culture of equal numbers of sort-purified small intestinal IgA^+^ PC, Peyer’s Patch-derived IgA^+^ B cells or IgD^+^ B cells. P values determined by JTK Cycle. All data shown as +/- SEM unless otherwise indicated, * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001.

**Fig. S2. Diurnal rhythmicity in IgA^+^ Plasma Cell function is associated with oscillatory activity in metabolic pathways and sensing of survival signals.** A) Z-score heatmap of top 50 significantly oscillatory genes identified in small intestinal IgA^+^ PC sort-purified at ZT0, 6, 12 and 18. Average values of *n*=5 mice per timepoint. B) Enrichment of significantly oscillatory genes (highlighted in red) in the Mevalonate pathway. C) Relative expression (fpkm) of selected genes from B. D) Representative image indicating significantly oscillatory genes associated with cholersterol biosynthesis and metabolism and E) relative expression (fpkm) of selected genes from D. F) Relative expression (fpkm) of additional genes associated with pathways highlighed in Figure 1H. G) Relative expression (fpkm) of additional genes associated with pathways higlighed in Figure 1I. H+I) Intracellular Xbp1s and J-L) CD138 protein expression in IgA^+^ PCs measured at ZT0 and ZT12 (data represenative of *n*=10 mice per group, data in I and L pooled from two independent experiments). P values determined by JTK Cycle, with the exception of Panels I and L determined via a parametic, unpaired t-test. All data shown as +/- SEM unless otherwise indicated, * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001. Panel B+D images created with BioRender.com.

**Fig. S3. Circadian clock gene expression and validation of a conditional *Arntl*- knockout mouse model.** A) Relative expression (fpkm) of circadian clock genes as identified by bulk RNA seq in Figure 1. B) RT-PCR validaton of steady state circadian clock phase in whole liver tissue samples from mice culled at ZT0, 6, 12 and 18 (ZT0 double plotted). *n=*3-4 and representative of two independent experiments. C) RT-PCR validation of circadian clock genes in B220^+^ IgD^+^ B cells isolated from Peyer’s patches and small intestinal lamina propria of C57BL/6 mice culled at ZT0, 6, 12 and 18 (ZT0 double plotted). *n=*10 and representative of pooled data taken from two independent experiments. D) *Arntl* and E) *Nr1d1* expression in small intestinal IgA^+^ PC sort-purified from *Mb1*^Cre/+^ x *Arntl*^fl/fl^ mice in comparison to *Mb1*^+/+^ x *Arntl*^fl/fl^ littermate control animals, *n*=3-4 mice per group and representative of two independent experiments. P values determined by JTK Cycle, with the exception of Panels D and E determined via a parametic, unpaired t-test. All data shown as +/- SEM unless otherwise indicated, * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001.

**Fig. S4. High fat diet disrupts diurnal IgA responses.** A) IgA concentrations normalised to total protein concentrations of feces, serially sampled from light-fed and dark-fed C57BL/6 mice at four 6 hour intervals over a circadian day (ZT 0, 6, 12, 18; ZT0 double plotted), *n*=9-10 (pooled from two independent experimental cohorts). Data representative of at least three independent experiments. B) Validation of circadian clock dysregulation by reverse feeding in whole liver tissue. RT-PCR analysis at ZT0 and ZT12 in samples taken from light-fed or dark-fed mice, *n*=5 per group, data representative of two independent experiments. Quantification of C) small intestinal IgA^+^ PC frequencies (% of total CD45^+^) or D) Peyer’s Patch IgA^+^ GC B cells (% of GC B cell compartment) in light-fed or dark-fed mice, *n*=10 per group, data pooled from two independent experiments. E) Body weight of mice, F) post-prandial blood glucose (*ad lib* fed, sampled at ZT1) and G) fasting glucose (following 8 hour fast) in normal chow and high fat diet fed mice. H) Food intake (grams per 3 minute interval) over a 24 hour day and I) percent of food intake in light period of mice fed normal chow or high fat diet fed and housed in metabolic cage, *n=6* per group. Representative of at least two independent experiments. P values determined by JTK Cycle (A), Two-Way ANOVA (B, E-G), and a parametric, unpaired t-test (I). All data shown as +/- SEM unless otherwise indicated, * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001.

**Fig. S5. IgA^+^ plasma cells exhibit elevated metabolic activity and comparable capacity to utilize metabolic substrates over the course of a circadian day.** A-J) Assays to determine metabolic activity of IgA^+^ PC, IgA^+^ B cells and IgD^+^ B cells from small intestinal lamina propria and Peyer’s patches. Data pooled from at least two independent experiments. A+B) Uptake of 2-NBDG, C+D) CD98 expression, E+F) Kynurenine uptake and G) Kynurenine uptake in the presence of the amino acid inhibitor BCH, or exogenous cold Leucine, H+I) LipidTox staining. J) Glycolytic stress test of sort-purified small intestinal-derived IgA+ PC and Peyer’s patch-derived IgD^+^ B cells by extracellular flux analysis. Data representative of two independent experiments. Comparison of K) 2-NBDG uptake, L) CD98 expression, M) Kynurenine uptake and N) glycolytic capacity in IgA^+^ PC at ZT 6 and ZT18. P values determined via a non-parametic Kruskal Wallis test. All data shown as +/- SEM unless otherwise indicated, statistical test performed as indicated in supplementary raw data file; * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001.

**Fig. S6. IgMi mouse validation and circadian rhythms in microbial abundance.** A+B) IgA+ PC frequencies in the small intestinal lamina propria (representative of *n*=10 mice, pooled from two independent experiments), and C) Fecal IgA measured at four circadian time points in SPF and Germ Free (GF) animals (*n*=5 mice per group, representative of two independent experiments). D) Fecal IgA in IgMi versus control littermate animals. E) IgA binding of fecal commensal baceria in IgMi and control littermates assessed by flow cytometry. F) Total bacterial abundance in WT and IgMi mice as assessed over four circadian time points (ZT0 double plotted). G+H) Relative abundance of *Akkermansia* spp. in IgMi and Ctrl mice assessed via G) global analysis or H) ZT analysis. I) Selected commensal bacteria exhibiting no significant oscillatory behaviour in IgMi or Ctrl animals. J) Selected commensal bacteria exhibiting significant oscillatory behaviour in Ctrl but not IgMi animals but not detected in IgA Seq analysis, related to Figure 4G and 4J. K) Selected commensal bacteria exhibiting a retained but significant phase shift in oscillatory behaviour between Ctrl and IgMi animals, related to Figure 4H, and L) Selected commensal bacteria exhibiting a significant oscillatory behaviour that is retained in both Ctrl and IgMi animals, related to Figure 4H. M+N) IgA binding to fecal bacteria as assessed by flow cytometry at four circadian time points (*n*=7 mice pooled from two independent experiments). P values determined via JTK Cycle with the exception of panels D, E and G determined via a non-parametric, unpaired Mann-Whitney test. All data shown as +/- SEM unless otherwise indicated, * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001.

**Fig. S7. Alterations in predicted microbial gene pathways in the absence of mucosal antibody.** A) Schematic of GO Term pathways related to Figure 5C and glucose metabolism. Steps highlighted in red indicate significant oscillatory steps and/or enzymatic activity. B) Selected individual data for pathways related to A. C) Selected individual data of microbial GO Term pathways either lost or gained in IgMi mice in comparison to Control animals, *n*=5 per group per timepoint and representative of a single experiment. P values determined by JTK analysis. All data shown as +/- SEM unless otherwise indicated, * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001. Panel A image created with BioRender.com.

**Fig. S8. Dysregulation of circadian metabolites in the absence of mucosal antibody.** A) Additional fecal-associated metabolites over four time points in IgMi and Ctrl animals. Related to Figure 5D. B) Measurement of food intake at 1 hour intervals over three consecutive days in IgMi and Ctrl animals, *n*=4 per group and representative of a single experiment. C) Measurement of Respiratory Exchange Ratio and D) Metabolic Rate, measured in CLAMS cages over three consecutive days in IgMi and Ctrl animals, *n*=2-4 per group and representative of two independent experiments. P values determined by JTK analysis. All data shown as +/- SEM unless otherwise indicated, * p< 0.05, ** p< 0.01, *** p< 0.001, **** p< 0.0001.

**Fig. S9. Schematic summary of circadian IgA regulation of rhythmic commensal microbiota mutualism.** Here we demonstrate diurnal oscllations in the secretion of IgA by small intestinal plasma cells. Oscillations in IgA requried the presence of the microbiota and were in part regulated by cell-intrinsic circadian clock machinery, but most markedly by feeding-associated cues. Oscillations in IgA act in part to regulate concurrent oscillations in the composition and relative abundance of commensal bacteria within the intestinal-resident microbiota and to influence the activity and function of gut microbes. These data suggest that there may be a complex and reciprocal relationship between the regulation of diurnal oscillations in both IgA and microbiota that are influenced by the diet and together act to coordinate mutualism between commensal microbes and the host. Image created with BioRender.com.

**Supplementary Table 1: List of Flow Cytometry Antibodies**

| **Target** | **Clone** | **Supplier** | **Cat #** | **RRID** |
| --- | --- | --- | --- | --- |
| anti-mouse CD3e | 506 145-2C11 | ThermoFisher | 45-0031 | AB_1107000 |
| anti-mouse CD5 | 53-7.3 | ThermoFisher | 45-0051 | AB_914334 |
| anti-mouse B220 | Ra3-6B2 | ThermoFisher | 47-0452 | AB_1518810 |
| anti-mouse CD11b | M1/70 | ThermoFisher | 63-0112 | AB_2637408 |
| anti-mouse H2-Ab1 | M5/114.15.2 | ThermoFisher | 48-5321 | AB_1272204 |
| anti-mouse CD45 | 30-F11 | BioLegend | 103151 | AB_2565884 |
| anti-mouse Fas | 15A7 | ThermoFisher | 53-0951 | AB_10671269 |
| anti-mouse GL7 | GL7 | BioLegend | 144606 | AB_2562185 |
| anti-mouse CD38 | 90 | ThermoFisher | 56-0381 | AB_657740 |
| anti-mouse CD98 | 4F2 | BioLegend | 128210 | AB_2254922 |
| anti-mouse CD19 | 1D3 | BD Biosciences | 563557 | AB_2722495 |
| anti-mouse IgA | mA-6E1 | ThermoFisher | 12-4204 | AB_465918 |
| anti-mouse IgD | 11-26c.2a | BioLegend | 405742 | AB_2571985 |
| anti-mouse Xbp1s | Q3-695 | BD Biosciences | 562821 | AB_2737817 |
| anti-mouse CD138 | 281-2 | BioLegend | 142513 | AB_2562197 |

**Supplementary Table 2: List of RT-PCR primers**

| **Target / chemistry** | **Primer Sequence** | |
| --- | --- | --- |
| *Gapdh*  (Taqman) | **Fwd:** | 5’ CAA TGT GTC CGT CGT CGA TCT 3’ |
|  | **Rev:** | 5’ GTC CTC AGT GTA GCC CAA GAT G 3’ |
|  | **Probe:** | 5’ CGT GCC GCC TGG AGA AAC CTG CC 3’ |
| *Arntl*  (Taqman) | **Fwd:** | 5’ CCA AGA AAG TAT GGA CAC AGA CAA A 3’ |
|  | **Rev:** | 5’ GCA TTC TTG ATC CTT CCT TGG T 3’ |
|  | **Probe:** | 5’ TGA CCC TCA TGG AAG GTT AGA ATA TGC AGA A 3’ |
| *Per2*  (Taqman) | **Fwd:** | 5’ GCC TTC AGA CTC ATG ATG ACA GA 3’ |
|  | **Rev:** | 5’ TTT GTG TGC GTC AGC TTT GG G 3’ |
|  | **Probe:** | 5’ ACT GCT CAC TAC TGC AGC CGC TCG T 3’ |
| *pIgR*  (SYBR) | **Fwd:** | 5’ CTG GGG AAG AGG GAT CCA GA 3’ |
|  | **Rev:** | 5’ ACT CCC TTC ACA ACA GAG CG 3’ |
| *bactin*  (SYBR) | **Fwd:** | 5’ TCCTATGTGGGTGACGAG 3’ |
|  | **Rev:** | 5’ CTCATTGTAGAAGGTGTGGTG 3’ |

How the deposited data were processed for this re-analysis (not part of the article)

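RNA was measured in sort-purified IgA+ PCs of the small intestine of 21 mice, 12 control and 9 knockout, each giving 1 library, at ZT0 or ZT12. The authors deposited raw counts of reads per gene, made by sequencing poly-A RNA. The paper's text does not state the aligner, the counter or whether reads were counted by strand, so counts of overlapping, antisense and near-identical genes are uncertain. The deposited counts were whole numbers that differ in their totals between libraries, and no normalization had been applied. The expression values (fpkm) that the legend of Fig. 2D names were not used here. The 4-time-point RNA-seq of Fig. 1 was not analysed here.

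From the counts, genes with a total under 10 were removed, TMM factors were computed and edgeR 4.0.16 in R 4.3.3 was fitted with robust quasi-likelihood to the means of the 4 groups. A fold change is the fitted log2 difference and its standard error comes from the same test. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Exact permutation tests enumerated all splits of the mice and were two-sided. Gene sets were tested with limma 3.58.1 (voom weights, camera with a preset correlation of 0.01), adjusted over 12 lists and 3 comparisons, and repeated with an estimated correlation and with fry. The lists were the cholesterol genes of Fig. 2H, other clock genes, markers of epithelial cells, T cells, myeloid cells and other B cells, and genes of proliferation, of the response to tissue dissociation, of heat shock, of the glucocorticoid response, of the unfolded protein response and of the ribosome. They were written before the data were examined, as were the tests, the thresholds and the classes of genes.

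The genes named were fixed by a rule: the genes of Fig. 2E to H, *Cd79a*, the other clock genes that passed the filter, and for each comparison the 3 genes with the smallest p in each direction among those called. Some single genes of Fig. 2H are not reported here. The Y chromosome genes, *Xist* and *Fos* were chosen after their values were seen.

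The tests were also run on simulated counts, drawn with each gene's mean level and spread from edgeR's fit to the real counts. A comparison of edgeR with DESeq2 on such counts is not neutral. The simulated counts held 200 changed genes. At 6 against 6 mice edgeR recovered 183 of them (91.5%), with 10 false calls among 193 (5.18%) over 19696 genes, and DESeq2 1.42.0 recovered 188 (94%), with 32 false calls among 220 (14.5%) over the 16242 genes for which it gave an adjusted p. At 4 against 5 mice edgeR recovered 168 (84%), and in the interaction 145 (72.5%), over 19667 genes. The changed genes were drawn from the more highly expressed ones. The smaller of the simulated increases had a median fitted log2 fold change of 0.99 at 6 against 6 mice. Among the 350 genes called in control mice the median was 0.669 for those higher at ZT12 and -0.568 for those lower. The typical called change was thus smaller, and these percentages do not tell how many real changes would be recovered. In simulated libraries with a trend on gene length in 5 libraries, edgeR called 45 genes without a correction and 1 with the correction, over 19729 genes.

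At 14471018 to 22785835 counts per library, the counting error of the immunoglobulin share is small, for example 95% Wilson limits of 53.32% and 53.37% in control ZT0 replicate 1. For a low gene it is not: the 52 counts of *Arntl* in control ZT12 replicate 4 give 3.57 CPM of all counts with 95% Wilson limits of 2.72 and 4.68. These limits cover counting error only, since the reads carry no molecular identifiers.

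The alternatives set before the data were examined were DESeq2 in place of edgeR, DESeq2's size factors in edgeR, library size only, removal of immunoglobulin genes, no count filter, filterByExpr, a threshold of 0.01, a fit of each comparison on its own groups, the replicate number as a block, and each library left out in turn. The alternatives added after the data were seen were DESeq2 on each comparison's own groups, the *Xist* level, the immunoglobulin share or the mean level of the epithelial markers as a covariate, and removal of each library's trend on gene length or GC content. The trends were lowess curves with a span of 0.5 of the log2 CPM deviations of genes with a mean log2 CPM over 3, immunoglobulin genes left out. GC content was that of the longest GENCODE M21 transcript and was known for 99.8% of the genes tested. Other splits of the mice were counted over 100 splits per comparison, the real one included.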

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

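The tests of chance splits for the 5 comparisons and the test of the genotype labels were chosen beforehand. So were the gene set tests without a trend removed, with a preset or an estimated correlation and under fry. The fits with each library left out in turn were also set beforehand. All other tests given here were chosen after the result was seen.

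Among 176 groups of mice (the named genes and the immunoglobulin share in each group), 16 had 1 mouse far from the rest by Dixon's ratio of the gap to the range, where about 1 in 20 groups, or 8.8, is what chance gives. The ratios were 0.745 for *Nfil3* in knockout ZT12 replicate 1, 0.628 for *Per2* in control ZT0 replicate 5, 0.743 for *Per3* in knockout ZT12 replicate 3, 0.753 for *Cry2* in control ZT12 replicate 2 and 0.854 for *Nr1d2* in knockout ZT0 replicate 3. They were 0.722 for *Igha* and 0.631 for *Xbp1* in control ZT0 replicate 6, 0.791 for *Prdm1* in control ZT12 replicate 1 and 0.833 for *Prdm1* in knockout ZT12 replicate 1. Among metabolism genes they were 0.856 for *Eno1*, 0.852 for *Hmgcs1* and 0.875 for *Idi1* in knockout ZT0 replicate 2, 0.645 for *Rptor* in control ZT0 replicate 6, 0.634 for *Idi1* in control ZT12 replicate 2 and 0.737 for *Sqle* in knockout ZT12 replicate 2. The 16 were spread over 9 libraries with at most 3 in any library. These are named genes only, so whether an outlying library has many genes out of line is not decided by them. By the chi-square per gene between pairs of mice, knockout ZT12 replicate 2 was at 149 to 159 against each of its group, where the other pairs were at 40.9 to 49.6, and control ZT12 replicate 2 was at 165 to 242, with the fewest genes detected (15296) and a TMM factor of 0.722. How many genes carry these differences was not tested.

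The immunoglobulin share of knockout ZT0 replicate 3 was 59.4%, against at most 53.7% in the other 3 mice of its group (ratio 0.98). The same library also carried Y chromosome transcripts beside *Xist* at 428 CPM, where the other libraries with *Xist* had 329 to 479 CPM. *Ddx3y* was at 20.7%, *Kdm5d* at 22%, *Uty* at 9.87% and *Eif2s3y* at 22% of their mean in the 11 libraries without *Xist*, from 310, 41, 17 and 161 counts, a median of 21.3%. RNA of a second mouse in this library is a candidate explanation, and knockout ZT12 replicate 5 had the same genes at 2.23% to 5.61%. A control mouse as its source is argued against by *Nr1d2*, at 7.8 CPM in this library and 8.69 CPM in the lowest other knockout mouse, where control mice at ZT0 had a mean of 51.8 CPM. *Arntl*, at 6.47 CPM, was the highest of the knockout mice. Whether the second RNA came in at the sort or at the library was not tested.

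*Tef* is outside the genes the paper discusses and had the smallest p of all genes in control mice, with a log2 fold change of 0.706. The difference between genotypes stayed at -0.941 (adjusted p = 0.0371 from edgeR) with the trend on gene length removed, and at -0.697 or further from 0 with each library left out in turn, which argues against a length trend or 1 library as its cause. Its adjusted p ranged from 0.0317 to 0.62 over the fits without 1 library. A loss of the *Tef* rhythm with *Arntl* is a hypothesis found and tested on the same mice.

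*Cox7a2l* (1.055), *Gm13456* (0.507) and *Itgb3* (-0.666) were the other genes named by the rule for control mice, and no explanation was tested for them singly. Of 100 splits of the control mice, 1 (the real one) gave as many as 350 called genes, and the largest number in another split was 1. At an unadjusted p under 0.05, 2 of the 100 splits gave as many genes.

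Between genotypes, *Nr1d2* (-2.236 at ZT0 and -2.546 at ZT12) and *Cd79a* (-1.205 and -1.182) were lower in knockout mice. Of the knockout libraries 0 had more *Cd79a* than the lowest control library, which argues against a mislabelled genotype, and the mean of the knockout mice was 43.7% of control. A Cre insertion in 1 allele of *Cd79a* would lower its level, but no test of this was possible on counts per gene. As many called genes as the 2 at ZT0 were reached in 1 of 100 splits, the real one, and as many as the 3 at ZT12 in 7 of 100, with up to 894 in another split, so that the number at ZT12 is within what chance splits gave.

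*Ighv1-38*, an immunoglobulin V pseudogene, was higher in knockout mice at ZT12 by 2.642 (adjusted p = 0.0462 from edgeR). Its level in the 5 knockout mice was 4.68, 3.77, 2.96, 12.2 and 4.57 CPM, the highest 4.11 times the lowest. The call was lost in 17 of 21 fits without 1 mouse, where the log2 fold change ranged from 2.151 without knockout ZT12 replicate 4 to 3.004. Expanded plasma cell clones of single mice may add to it, and reads shared with near-identical V genes cannot be told apart from its own by counts per gene.

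Of the gene sets, 3 moved apart between the genotypes by camera with a preset correlation. The cholesterol genes had a median interaction of 0.253, the genes of the dissociation response of -0.904 (adjusted p = 1.2e-07) and the ribosomal protein genes of -0.475 (adjusted p = 5.68e-12). With the correlation estimated from the data the adjusted p-values were 0.486, 0.356 and 0.414, and under fry 0.383, 0.215 and 0.265, so none of the 3 calls held. Short genes such as those of ribosomal proteins may follow the trend on gene length, which was not tested for that set; with the trend removed the cholesterol interaction was 0.111.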

How the results depend on the processing

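The alternatives added later, all chosen after the data were seen, are DESeq2 on own groups, the covariates and the removal of trends. The cause of each change was not tested unless stated.

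Of 1313 comparisons of 89 results for named genes with their alternatives, 1178 kept their direction and side of the threshold, 69 lost their call, 44 gained one and 22 changed sign. The cholesterol set stayed lower at ZT12 and called in control mice and in knockout mice under every alternative run for it. The number of genes called in control mice was 331 with DESeq2's size factors, 349 without immunoglobulin genes, 265 without a filter, 460 with filterByExpr, 300 with the *Xist* covariate, 317 (237 shared) with the length trend removed and 355 (324 shared) with the GC trend removed.

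With DESeq2 in place of edgeR, 1052 genes were called in control mice (621 higher, 431 lower, 344 shared), 47 in knockout mice (19 higher, 28 lower), 4 in the interaction, 5 between genotypes at ZT0 and 8 at ZT12. It called 14 genes in both genotypes with the same sign, and 4 genes of Fig. 2E, 3 of Fig. 2F and 4 of Fig. 2G in control mice, and 4 of Fig. 2H in knockout mice. On counts simulated from edgeR's fit DESeq2 had more false calls than edgeR. DESeq2 on own groups called 852 genes (502 higher, 350 lower, 343 shared) in control mice, 38 in knockout mice, 22 and 5 between genotypes at ZT0 and ZT12, 8 in both genotypes, 4 genes of Fig. 2E, 1 of Fig. 2F and 4 of Fig. 2G in control mice, and 4 of Fig. 2H in knockout mice.

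With library size only, 446 genes were called in control mice, of which 48 were higher and 398 lower (204 shared), against 192 higher and 158 lower with TMM. This scaling moved the median gene by -0.199 in control mice, 0.191 in the interaction and 0.118 between genotypes at ZT12. Small changes in control mice turned negative, at -0.106 for *Per1*, -0.078 for *Per3*, -0.068 for *Cry2*, -0.09 for *Tnfrsf17*, -0.041 for *Hk2* and -0.054 for *Eno1*, since the scaling lowers all genes outside immunoglobulin. Each of these changes was smaller than the shift of -0.199, so relative to the median gene these genes did not fall.

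Without a count filter 1 gene was called in knockout mice, and with filterByExpr 2 genes of Fig. 2E were called in control mice. At a threshold of 0.01, 14 genes were called in control mice, 0 of Fig. 2E (4 with an unadjusted p under 0.05), 0 of Fig. 2G (4 with an unadjusted p under 0.05) and 4 of Fig. 2H, and a median of 0 over the 20 draws of 4 and 5 control mice, 15 of them distinct (2664 with an unadjusted p under 0.05). Taking all 90 choices of these mice, chosen after seeing the data, gave a median of 6.5 called genes against 6. Fitted on own groups, 38 genes were called in control mice (16 higher, 22 lower, 37 shared), 0 of Fig. 2G (4 with an unadjusted p under 0.05) and 7 of Fig. 2H, from fewer samples.

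With the replicate block, 183 genes were called in control mice (85 higher, 98 lower, 167 shared), 1 of Fig. 2G and 7 of Fig. 2H. The deviations of mice with the same number correlated between -0.258 and 0.206 over 10 pairs of mice of one genotype, with 2 over 0.1, so the mice share only a number. Under the block the change in knockout mice was -0.056 for *Per2* and 0.018 for *Nr1d2*, and the interaction of *Nr1d1* was -0.01.

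With the immunoglobulin share as a covariate, 0 genes were called in control mice (1648 with an unadjusted p under 0.05), 1 in knockout mice, 0 of Fig. 2E (4 with an unadjusted p under 0.05), 0 of Fig. 2G (1 with an unadjusted p under 0.05) and 0 of Fig. 2H (13 with an unadjusted p under 0.05). At an unadjusted p under 0.05 knockout mice had 1837 genes, more than control mice. The interaction had 696, where 1013 are expected of uniform p-values and other splits of the mice without this covariate had a median of 875. The slope of knockout on control changes has no value under this covariate. The share itself differs between the times in control mice, so this covariate also removes part of a time difference. The changes in control mice were 0.014 for *Clock*, -0.047 for *Igha* and -0.097 for *Tnfrsf17*, and the interactions -0.032 for *Nr1d1* and 0.035 for *Igha*. With the epithelial level as a covariate, 140 genes were called in control mice (99 higher, 41 lower, 126 shared), 0 of Fig. 2G (4 with an unadjusted p under 0.05) and 6 of Fig. 2H. *Eno1* changed by -0.025 in control mice, and in knockout mice the changes were -0.143 for *Per2*, 0.013 for *Igha*, 0.027 for *Prdm1*, 0.012 for *Rptor* and 0.04 for *Nr1d2*. With the *Xist* covariate 1 gene of Fig. 2G was called. With the length trend removed 1 gene was called in the interaction and 4 between genotypes at ZT0, and the changes in control mice were 0.017 for *Clock* and -0.168 for *Tnfrsf17*.

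The interaction of the cholesterol set was called with a median of 0.253 by camera only with the preset correlation, and not with the estimated one or fry. It lost its call at 0.021 with the immunoglobulin share, 0.243 with the epithelial level, 0.111 with the length trend removed and 0.224 with the GC trend removed. The rise of the immunoglobulin share in control mice was 4.42 points with *Jchain* added (two-sided exact permutation test, p = 0.0173) and, with constant region genes only, 3.62 points, past no threshold.

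With each mouse left out in turn, the number of genes called in control mice ranged from 31 without control ZT0 replicate 2 to 944 without control ZT12 replicate 1. It was 42, 89, 143, 100 and 194 without control ZT0 replicates 1, 3, 4, 5 and 6, 101, 116, 37, 181 and 687 without control ZT12 replicates 2, 3, 4, 5 and 6, and 207, 225 and 217 without knockout ZT12 replicates 1, 3 and 4. The slope, taken over the genes called in each fit, ranged from 0.064 without knockout ZT0 replicate 2 to 0.49 without control ZT0 replicate 2. Over the genes that each setting called it was 0.526 at a threshold of 0.01, 0.461 on own groups, 0.261 with the replicate block, 0.213 with DESeq2 and 0.179 with filterByExpr, and 0.098 to 0.158 under the other alternatives that gave a value. In knockout mice 0 to 1 genes were called, in the interaction 0 to 1 and in both genotypes 0 to 1, where the unadjusted counts over all mice were 1622 and 2191. In control mice 0 (without control ZT0 replicate 2) to 2 (without control ZT12 replicate 1) genes of Fig. 2E, 0 to 1 of Fig. 2F, 0 to 3 of Fig. 2G and 6 (without control ZT12 replicate 4) to 12 of Fig. 2H were called, and 0 to 1 (without knockout ZT12 replicate 5) of Fig. 2H in knockout mice. The cholesterol interaction ranged from 0.147 without control ZT12 replicate 2 to 0.287 and changed its call in 11 fits. The immunoglobulin share rose by 3.32 to 5.37 points in control mice and changed by -0.953 to 1 points in knockout mice, the highest without knockout ZT0 replicate 3.

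Changes near 0 in knockout mice took both signs over these fits, with ranges of -0.017 to 0.193 for *Per2*, -0.143 to 0.069 for *Igha*, -0.115 to 0.074 for *Xbp1*, -0.093 to 0.002 for *Prdm1*, -0.145 to 0.019 for *Rictor*, -0.115 to 0.04 for *Rptor*, -0.123 to 0.01 for *Tef* and -0.139 to 0.059 for *Nr1d2*. The interaction of *Nr1d1* ranged from -0.47 to 0.471. The depth limits *Arntl* and *Nr1d1* most, since *Arntl* had 52 to 158 counts per mouse.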

Differences from the paper's values

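Of the genes that Fig. 2E to H shows without a caret, and so as changed with time of day in control mice, edgeR did not call 8. Their log2 fold changes in control mice and adjusted p-values from edgeR were 1.52 and 0.0597 for *Nr1d1*, 0.81 and 0.0877 for *Per2*, 0.35 and 0.111 for *Cry1*, 0.36 and 0.12 for *Igha*, 0.29 and 0.143 for *Xbp1*, -0.15 and 0.414 for *Sdc1*, 0.96 and 0.142 for *Igf1r* and -0.32 and 0.0678 for *Hk1*. With DESeq2, the tool that the paper's methods name and an alternative set before the data were examined, 7 of the 8 were called, all but *Sdc1*. With filterByExpr *Nr1d1* (adjusted p = 0.0458 from edgeR) and *Hk1* (adjusted p = 0.0458 from edgeR) were called, and with library size only *Hk1* (adjusted p = 0.0481 from edgeR). DESeq2 on own groups, chosen after seeing the data, called *Nr1d1*, *Per2*, *Cry1*, *Xbp1*, *Igf1r* and *Hk1*. Some fits without 1 mouse called *Nr1d1*, *Per2*, *Xbp1*, *Igf1r* and *Hk1*. None of the settings called *Sdc1*. *Prdm1*, which has a caret, was called by DESeq2 (adjusted p = 0.0473).

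The paper sorts the genes that change with time of day in control mice into lost, suppressed, retained and enhanced. With edgeR 0 of the 350 genes were called in knockout mice (65 with an unadjusted p under 0.05 and the same sign) and 0 in the interaction (200 with an unadjusted p under 0.05), so that no gene met the criteria set here for these classes. Those criteria ask for calls in knockout mice or in the interaction. The legend of Fig. 2D describes clusters of z-scores of genes that differ in control animals and states no such calls. These counts are therefore not a test of the paper's clusters. With DESeq2 14 genes were called in both genotypes and 4 in the interaction, and with DESeq2 on own groups, chosen after seeing the data, 8 were called in both genotypes.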

Other observations

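The chance splits of the 2 numbers of called genes were chosen beforehand, as were the gene set tests without a covariate or a trend removed. The other tests here were chosen after the result was seen.

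In knockout mice 0 genes were called and 1622 had an unadjusted p under 0.05. A count of 0 called genes is reached by all 100 of 100 splits and so decides nothing, and 4 of 100 splits gave as many at an unadjusted p under 0.05, where the median of the other splits was 919. Taking as few control mice as there were knockout mice left at least 1807 genes at an unadjusted p under 0.05 in each of the 90 possible choices, above the knockout mice, which argues against the number of mice alone as the cause of the lower number. The order of the genotypes depended on the setting. With the immunoglobulin share as a covariate, control mice had 1648 such genes, knockout mice 1837 and the interaction 696. In the interaction 0 genes were called and 2191 had an unadjusted p under 0.05. Here too all 100 of 100 splits reach 0 called genes, with up to 161 in another split, and 9 of 100 gave as many at an unadjusted p under 0.05, so that chance splits remain an open explanation for the interaction as a whole. The choice of genes in the control mice may account for part of the low slope of the knockout mice, since the slope of held-out control mice had a median of only 0.347.

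Long genes were lower and short genes higher at ZT12 in control mice. Across the 6935 genes with a mean log2 CPM over 3 outside immunoglobulin, the Spearman correlation of length and log2 fold change was -0.427 in control mice, 0.156 in knockout mice and 0.452 in the interaction (genes are not independent replicates). GC content is argued against, since the correlation was -0.399 with the GC trend removed. With immunoglobulin genes removed it was -0.427 again, but this rescales each library and could not have moved a rank correlation over the other genes, so it decides nothing. For the same reason, immunoglobulin counts that only scale the other genes of a library alike could not give this correlation. Any other link between the immunoglobulin share and gene length stays open. The slope on length per library was 0.0486 ± 0.0281 (SD, n = 6) in control mice at ZT0 and -0.0682 ± 0.124 (SD, n = 6) at ZT12 (two-sided exact permutation test, p = 0.0476), with the lowest slopes in control ZT12 replicates 2 and 4, at -0.254 and -0.15. RNA integrity or library preparation of single libraries may produce such a slope, and a library at ZT0, knockout ZT0 replicate 3, had -0.131. Integrity values were not used here, so this and a change in the cells cannot be told apart. With the length trend removed 317 genes were called in control mice, 237 of them among the 350. With the GC trend removed 355 were called, 324 of them among the 350. This argues against either trend as the whole cause of the number. It does not cover a state of the sample that goes with the length slope.

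The slope on length went with the immunoglobulin share. Over deviations from the group means of 21 libraries Pearson's r was -0.813 (permutation p = 0.008) and Spearman's rho -0.653 (permutation p = 0.02), and r was -0.695 without control ZT12 replicates 2 and 6. *Fos* was at 1270, 1010 and 779 CPM in control ZT12 replicates 2, 4 and 5 and at 1420 CPM in knockout ZT0 replicate 3, whose immunoglobulin shares were 63.6%, 59.5%, 59.1% and 59.4%, but also at 767 CPM in control ZT12 replicate 3 with a share of 53.3%. Of the 350 genes called in control mice, 90% related to the share within the knockout groups with the sign of their control change (exact permutation test, p = 0.0924, over 2880 arrangements with a median of 33.4%). Without knockout ZT0 replicate 3 this was 46.9%, so the relation rests on 1 library, and a state of the sample that varies between mice and the time of day cannot be told apart as the source of these changes.

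The cholesterol genes stayed lower at ZT12 under these corrections, which were run for no other set. As large a median was reached in 1 of 100 splits, the real one, in each genotype, which decides nothing, since the study chose these genes for their difference in these same mice. The median was -0.695 in control mice and -0.588 in knockout mice with the length trend removed, -0.73 and -0.509 with the epithelial level as a covariate, and -0.546 in control mice with the immunoglobulin share as a covariate, with adjusted p-values of at most 0.0138 by fry. These explanations are argued against as the whole cause, and the choice of the genes on these mice stays open.

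Transcripts of epithelial cells were higher at ZT12, with a median of 2.09 in control mice and 1.39 in knockout mice over 14 genes, and -0.29 in the interaction. In control ZT12 replicate 5 all 14 were at their highest of the group and in knockout ZT12 replicate 5 12 of 14, with *Epcam* at 130 and 91.9 CPM and *Reg3b* at 48.1 and 215 CPM. RNA of epithelial cells in these libraries is consistent with the 14 of 14. Fewer plasma cells in the sort stay open. T cell markers moved the other way in control mice, by -0.941, but not beyond their spread (adjusted p = 0.269 by fry), and myeloid markers rose in knockout mice in 11 of 11 genes. The mean level did not separate the times (two-sided exact permutation test, p = 0.128 in control mice and p = 0.119 in knockout mice), so chance placing of libraries remains open.

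*Arntl* counts remained in knockout mice at 62.4% of control at ZT0. Plasma cells without recombination are argued against as the whole source, since *Nr1d2* was at 21.2% of control at ZT0 and 17.1% at ZT12. Reads on exons outside the deleted part may account for the counts, and counts per gene cannot test this.

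The other lists gave the following medians. T cell markers changed by -0.12 in knockout mice and 1.048 in the interaction. Myeloid markers changed by 0.07 in control mice, 0.56 in knockout mice and 0.49 in the interaction, and markers of other B cells by -0.66, -0.30 and 0.24. Proliferation genes changed by 0.26, 0.24 and 0.06, dissociation response genes by 0.47 and -0.49 in control mice and knockout mice, heat shock genes by 0.76, 0.80 and 0.32, glucocorticoid response genes by 0.27, 0.18 and -0.01, genes of the unfolded protein response by 0.19, 0.22 and 0.04, and other clock genes by 0.11, -0.02 and -0.16. Ribosomal protein genes changed by 0.60 in control mice and 0.14 in knockout mice. Of all these, under fry only ribosomal protein genes (adjusted p = 0.0195) and other clock genes (adjusted p = 0.0385) in control mice were called, and neither with the estimated correlation (adjusted p = 0.224 and 0.31).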
